# Yeast glucose pathways converge on the transcriptional regulation of trehalose biosynthesis

**DOI:** 10.1186/1471-2164-13-239

**Published:** 2012-06-14

**Authors:** Eva Apweiler, Katrin Sameith, Thanasis Margaritis, Nathalie Brabers, Loes van de Pasch, Linda V Bakker, Dik van Leenen, Frank CP Holstege, Patrick Kemmeren

**Keywords:** Regulatory networks, Glucose signalling, Trehalose biosynthesis, Gene expression profiling, *Saccharomyces cerevisiae*

## Abstract

**Background:**

Cellular glucose availability is crucial for the functioning of most biological processes. Our understanding of the glucose regulatory system has been greatly advanced by studying the model organism *Saccharomyces cerevisiae*, but many aspects of this system remain elusive. To understand the organisation of the glucose regulatory system, we analysed 91 deletion mutants of the different glucose signalling and metabolic pathways in *Saccharomyces cerevisiae* using DNA microarrays.

**Results:**

In general, the mutations do not induce pathway-specific transcriptional responses. Instead, one main transcriptional response is discerned, which varies in direction to mimic either a high or a low glucose response. Detailed analysis uncovers established and new relationships within and between individual pathways and their members. In contrast to signalling components, metabolic components of the glucose regulatory system are transcriptionally more frequently affected. A new network approach is applied that exposes the hierarchical organisation of the glucose regulatory system.

**Conclusions:**

The tight interconnection between the different pathways of the glucose regulatory system is reflected by the main transcriptional response observed. Tps2 and Tsl1, two enzymes involved in the biosynthesis of the storage carbohydrate trehalose, are predicted to be the most downstream transcriptional components. Epistasis analysis of *tps2*Δ double mutants supports this prediction. Although based on transcriptional changes only, these results suggest that all changes in perceived glucose levels ultimately lead to a shift in trehalose biosynthesis.

## Background

Many organisms have evolved survival strategies centred on glucose as their chief cellular carbon and energy source. Cellular glucose availability governs most biological processes such as growth, division, metabolism and the ability to deal with environmental stresses. Our understanding of glucose signalling in eukaryotes has been greatly advanced by studying the model organism *Saccharomyces cerevisiae*. Despite its relative simplicity, yeast has developed a complex system to monitor external glucose levels and faithfully relay this information to adjust metabolic and gene expression programmes accordingly. There are in fact several distinct upstream regulatory pathways for glucose regulation, including the Ras/PKA, Gpr1/PKA, Sch9, Yak1, Snf1 and Snf3/Rgt2 signalling pathways, as well as the metabolic pathways (Figure 1; for comprehensive reviews, see [1,2]). Although transmission of the glucose signal is thought to be redundant [1,3], each pathway possesses distinct glucose detection and signal transmission methods.

**Figure 1:**
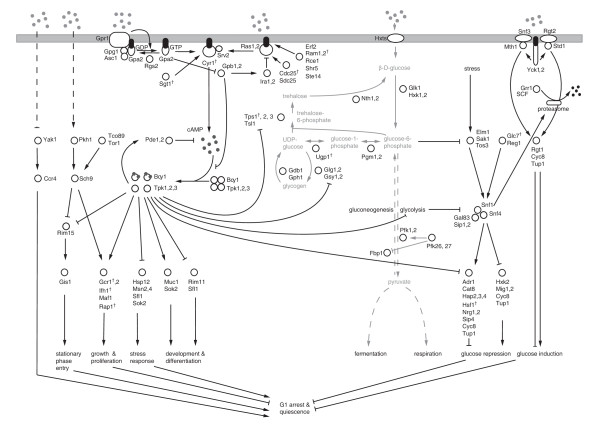
**An overview of the yeast glucose signalling and metabolic pathways.** Signalling events are indicated in solid black, metabolic reactions in solid grey lines. Dashed black lines imply glucose signals activating the signalling components, dashed grey lines summarise metabolic reactions, e.g. glycolysis and gluconeogenesis. The metabolic pathways synthesising the storage carbohydrates glycogen and trehalose are depicted in detail. ^†^ indicates that the deletion mutant is lethal.

The Protein Kinase A (PKA) pathway, which is regulated upstream by Ras and Gpr1, is pivotal for the glucose response. In periods of high glucose abundance, it directs the cell to ferment the available glucose to support growth and proliferation, whilst simultaneously repressing the stress response and the use of alternative carbon sources. Ras1 and Ras2 are small monomeric GTPases. In response to high glucose levels, Ras1 and Ras2 are activated and bind to adenylate cyclase, which is composed of Cyr1 and an associated protein Srv2 [4,5]. The subsequent increase in cyclic AMP (cAMP) production activates PKA. A GPCR system operates in parallel to Ras [5-8]. Upon sensing high glucose levels, Gpr1, the 7-transmembrane receptor, accelerates the GDP for GTP exchange on the Gα-subunit Gpa2, which then activates Cyr1 and thus raises PKA activity. The Sch9 pathway operates in parallel to PKA to couple glucose availability and growth by regulating ribosomal biogenesis and ribosomal protein transcript levels [3,9]. The Yak1 and Snf1 signalling pathways are triggered upon depletion of external glucose levels. The protein kinase Yak1 phosphorylates Pop2, part of the Ccr4-Not complex, to regulate transcript levels of stress response and carbohydrate metabolism genes [10] in a manner antagonistic to PKA [11]. The kinase Snf1 orchestrates the adaption yeast undergoes upon glucose depletion by mediating derepression of glucose-repressed genes and contributes to the response to other environmental stresses [12,13]. Last, the Snf3/Rgt2 signalling pathway consists of the extracellular glucose sensors Snf3 and Rgt2 that modulate the expression of numerous sugar transporter genes (the Hxts, Gal2, Stl1 and Agt1) [14,15].

While the yeast glucose regulatory system has been intensely investigated for decades, with many components and their relationships well defined, numerous aspects remain elusive. Examples include the precise characterisation of connections between the different pathways, determination of the hierarchical organisation of these pathways, as well as establishing the exact contribution of individual components to the overall glucose regulatory system.

Most components of the glucose regulatory system have been assigned to pathways based on a measurable phenotype caused by perturbation of that particular pathway. A classic example is the genetic screen using the sucrose non-fermenting phenotype of yeast mutants, which revealed various components, such as the Snf1 kinase, to be involved in glucose repression [16]. However, such phenotypes are often specific for individual pathways and hinder systematic comparison of a large number of components from different pathways side by side. Changes at the transcript level underlie many phenotypes. If measured collectively, for example by DNA microarray analysis of deletion mutants, such gene expression profiles can be exploited as detailed molecular phenotypes to systematically characterise many different pathways simultaneously using a single assay [17,18]. Similar approaches have previously been applied to analyse the yeast glucose regulatory system [3,5], but these studies have been limited to analyses of only a few components. In addition, the use of different strain backgrounds and experimental conditions hinders a systematic comparison between datasets. Here, DNA microarray gene expression profiles of deletion mutants are generated under a standardised high glucose growth condition to obtain a comprehensive overview of the yeast glucose regulatory system. In addition to relating gene expression profiles of pathway members by their similarity, the data is used to link cause and effect by relating the deleted gene to all transcripts significantly changing in response to the deletion [19,20]. To fully exploit the data, a new approach is devised that combines both these strategies to infer the underlying transcriptional regulatory network.

Here, we show that the pathways involved in glucose signalling are so tightly interlinked that in effect only one main transcriptional response can be discerned upon disruption of any individual pathway. This response varies in direction to mimic either a high or a low glucose response and reveals both known and unknown relationships within and between individual pathways and their members. In addition, a new network approach uncovers regulatory processes underlying the observed gene expression profiles. The results indicate that pathway members involved in the biosynthesis of the storage carbohydrate trehalose, Tps2 and Tsl1, are the most downstream transcriptional components. The study provides evidence that in response to a perceived alteration in external glucose levels the availability of the storage carbohydrates glycogen and trehalose is regulated, indicative of a shift in the metabolic programme.

## Results

### Gene expression profiles of the glucose regulatory system

For a better understanding of the glucose regulatory system as a whole, it is important to discern how individual pathway members of the system relate to each other. To systematically investigate these relationships, gene expression profiles were generated for 91 deletion mutants under a single condition (Synthetic Complete medium (SC), supplemented with 2% glucose). The mutant strains comprised all the non-essential genes implicated in the glucose regulatory system and include members of the Ras/PKA, Gpr1/PKA, Sch9, Yak1, Snf1 and Snf3/Rgt2 pathways, as well as rate-limiting metabolic enzymes (Figure 1; Additional file 1 and Additional file 2).

Each strain was profiled four times from two independent cultures. Wildtype (WT) cultures (56 in total) were grown and profiled alongside sets of deletion mutants on each day to control for biological and technical variation. Statistical modelling results in an average gene expression profile that consists of *p* values and changes in mRNA expression for each gene, relative to the expression in an additional collection of 200 WT cultures [18]. The number of gene expression changes in the individual mutants varies considerably (Supplementary Figure 1 in Additional file 3), but none of the 56 WT gene expression profiles generated in parallel exhibit twelve or more genes changing significantly (*p* < 0.01, fold-change (FC) > 1.7). Applying the same threshold on the individual mutants, 51% (46) behave like WT and 49% (45) show changes in their gene expression relative to WT. Predictably, many mutants that behave like WT are known not to be required for, or are actively repressed under the condition investigated here. For instance, the hexokinases Hxk1 and Glk1 are subject to glucose-induced repression [21], so that under the condition investigated here their deletion bears no consequence. In other instances, redundancy might play a role, such as for the transcriptional regulators Nrg1 and Nrg2, which have overlapping functions [22].

### Deletion mutants mimic either a high or a low glucose response

The relationships between the 45 mutants with significant gene expression changes were investigated by hierarchical clustering of the gene expression profiles (Figure 2A). Gene expression profiles of deletion mutants can be treated as detailed molecular phenotypes [17,18]. Deleting certain pathway members often results in the malfunctioning of the entire pathway, the effect of which can be a specific expression signature. Deletion mutants of the same pathway will therefore show the same expression signature. Deletion mutants of distinct pathways, such as the HOG or mating pathway [18], or chromatin interaction pathways [23], show an expression signature specific to the pathway they belong to. The glucose regulatory system is composed of the Ras/PKA, Gpr1/PKA, Sch9, Yak1, Snf1 and Snf3/Rgt2 signalling pathways, as well as metabolic pathways (Figure 1). Nevertheless, based on the hierarchical clustering, the mutants segregate into two distinct groups rather than according to specific pathway membership (Figure 2A). Essentially, the expression signature of all members within one group is highly similar and mostly opposite to that of the other group, indicating that the two expression signatures are mutually exclusive. Thus, disruption of any glucose pathway causes an invariable response differing only in terms of direction and magnitude. A likely interpretation is that the pathways are so tightly interconnected that upon perceived alterations to glucose levels, they ultimately end up in one of two possible steady-states.

**Figure 2:**
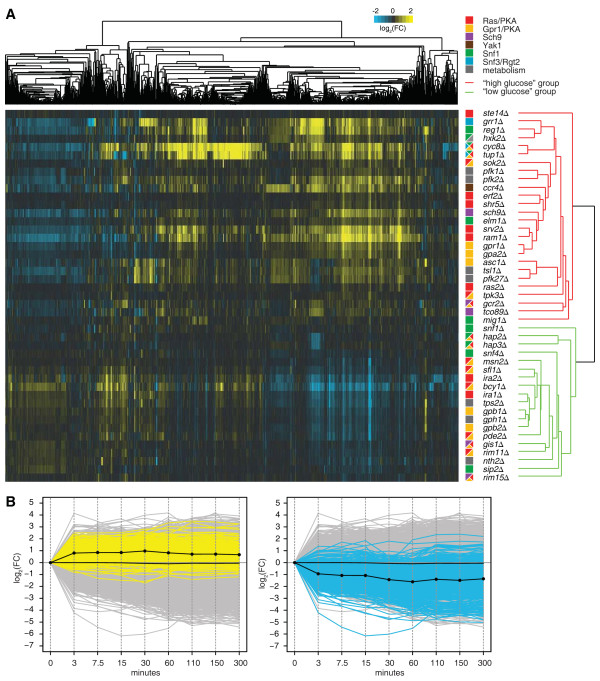
**Transcriptional response mimicking either a high or a low glucose response.** (**A**) Unsupervised hierarchical cluster diagram of all deletion mutants with gene expression changes differing from WT, i.e. twelve or more significant transcriptional changes, and all transcripts changing significantly in at least one of these mutants (*p* < 0.01, FC > 1.7). The dendrograms indicate relationships between transcripts (top) and mutants (right). The latter is colour-coded according to whether the mutants are part of the “high glucose” (red) or “low glucose” group (green). FC is indicated by the colour scale, with yellow for upregulation, blue for downregulation, and black for no change, versus the average WT. (**B**) Line graph of a time-course experiment in which glucose-depleted WT cells were inoculated into fresh media (SC, supplemented with 2% glucose) and their subsequent transcriptional output was monitored over a period of five hours. All transcripts differentially expressed between the “high glucose” and “low glucose” groups were split according to whether they were up- (left panel, yellow) or downregulated (right panel, blue) in the “low glucose” group. The average expression of the differentially expressed transcripts is indicated in black; all other transcripts are shown in grey.

One aspect unifying mutants within each group is that members of one group, for instance Bcy1, Ira1/2 and Pde2, promote processes required under low glucose conditions (Figure 2A, “low glucose” group). In contrast, members of the other group, such as Gpr1, Ras2 and Reg1, promote processes required under high glucose conditions (Figure 2A, “high glucose” group). To determine whether the transcript changes elicited in the deletion mutants directly relate to the yeast glucose response, a time-course was conducted. Glucose-depleted WT cells were inoculated into fresh media (SC, supplemented with 2% glucose) and their subsequent transcriptional output was monitored over a period of five hours (Figure 2B; see Methods). 

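The time-course was measured on 18 two-colour arrays, 1 for each of 2 independent wild-type cultures (a and b) at 0 min and at 3, 7.5, 15 and 30 min, and then at 60, 110, 150 and 300 min after inoculation. Each array held RNA of 1 culture against a common reference pool of wild-type RNA, on 70-mer probes printed in duplicate. Between 97.9 and 99.3% of the gene spots of an array were above the local background in both channels, and the number of arrays limits the precision. The authors' scanner intensities were used without background subtraction, as in the Methods. They were normalised by print-tip loess with a span of 0.4, with spots above the saturation limit left out of the curve, and expressed as log2 ratios of sample to reference. The authors' deposited table of log2 ratios correlated with these values at 0.9997 or more on every array. After the exclusions named in the Methods, 5269 named genes were tested in 1 linear model with limma, each time point against 0 min. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.7.
The 0 min arrays stand apart in their dye labels. At every later time culture a is labelled with the sample in Cy3 and culture b with the sample in Cy5. The Methods describe swapped labels for the replicate hybridisation of deletion mutants, and give no dye for any array of the time-course. Both 0 min arrays, however, are labelled with the sample in Cy5. Taken as labelled, their log2 ratios correlated across genes at r = -0.92 (Spearman's rho = -0.93), against r = 0.61 to 0.97 between the cultures at the later times. Spearman's rho was 0.92 to 0.97 from 3 to 60 min, 0.69 at 110 min, 0.29 at 150 min and 0.052 at 300 min, where the log2 ratios of an array had an SD of 0.31. These correlations are across genes, which are not independent replicates. The dye label of the 0 min array of culture a thus departs from the swap at the later times. Genes whose level the genotype fixes go against the labelled direction of this array. Results are given with this array as labelled and with its ratios turned, and the counts over all genes at 3, 30 and 300 min also without it. A set of 4 genes expressed in alpha cells had a mean log2 ratio of 4.63 on this array as labelled, -4.05 on the 0 min array of culture b and -5.06 to -4.24 on the 16 later arrays. The a-cell genes had a mean of -2.30 on it as labelled, 2.33 on the 0 min array of culture b and 3.56 over the later arrays, LYS2 had -3.31, 3.29 and 3.76, and MET17 had 5.60, -5.00 and -4.88. Values as labelled come first because the design followed the labels, and they average 2 opposite 0 min arrays. Where these cancel, a fold change against 0 min as labelled is close to the ratio to the reference pool. A gene's fold changes as labelled and turned differ only by its log2 ratio on the 0 min array of culture a. Close values therefore mark genes near 0 on that array and are not separate support. Once the array is turned, these genotype genes have 1 direction on all 18 arrays.
As labelled, 104 genes were higher and 127 lower at 3 min, 80 higher and 115 lower at 30 min, and 0 changed at 300 min by limma, where 121 genes had an unadjusted p under 0.05. Among 5269 genes tested, 121 is fewer than such a p would give with no change, so this count is no sign of a response. With the 0 min array of culture a turned, 644 genes were higher and 705 lower at 3 min, 919 higher and 1031 lower at 30 min, and 1018 higher and 1015 lower at 300 min. Without that array the counts were 501 higher and 736 lower at 3 min, 777 higher and 1060 lower at 30 min, and 897 higher and 1025 lower at 300 min. Without the 0 min array of culture b, the only 0 min array left is that of culture a as labelled, which the genotype genes go against. Counts from that comparison therefore do not measure the response to glucose. In simulated data for 30 min, 31% of 100 genes changed 2-fold were recovered as labelled and 81% with the array turned, at the same number of arrays. The simulation put each gene's fitted spread evenly on all arrays and held no opposite 0 min arrays. It therefore does not give the recovery of the measured data. A shift of each array to its external control spots moved the median log2 fold change of all genes. For the array turned it was then 0.28 at 3 min, 0.43 at 30 min and 0.68 at 300 min, and the counts split into 1172 higher and 418 lower, 1727 and 624, and 2365 and 521. As labelled the median was then -0.45, -0.32 and -0.11, and the counts 36 higher and 32 lower, 11 and 47, and 3 and 1. The control spots had a median log2 ratio of -0.73 on the 0 min array of culture a as labelled and 0.86 on that of culture b. On the later arrays it was 0.056 to 0.64. As labelled the shift against 0 min thus rests on control levels that nearly cancel, so these medians do not show a fall of all genes.

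**Figure D1:**
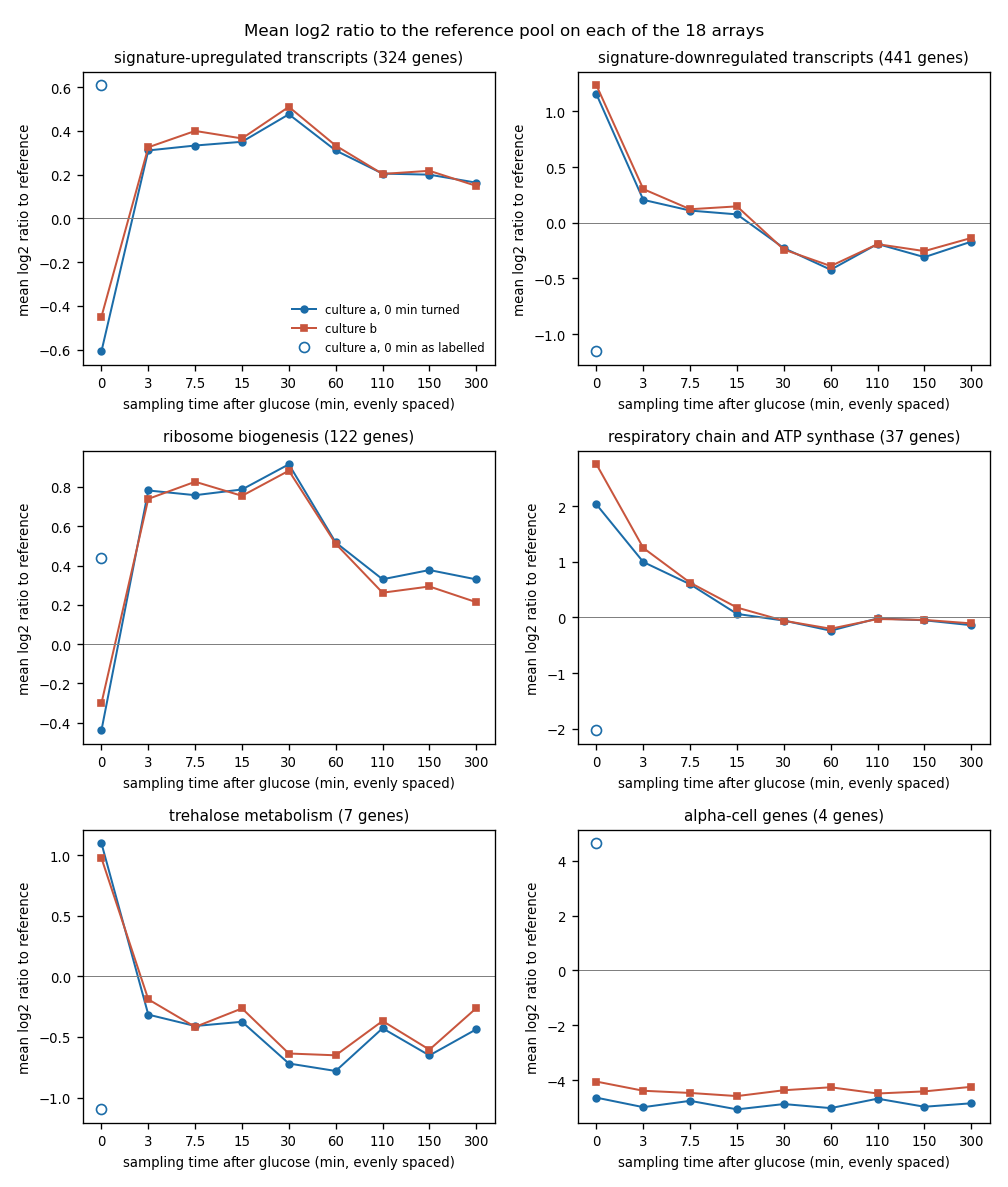
Mean log2 ratio to the reference pool of the genes of 6 lists on each of the 18 arrays (y axis) against the sampling time after glucose addition in min (x axis, times evenly spaced). Filled circles and squares stand for cultures a and b, with the 0 min array of culture a turned, and the open circle gives that array as labelled. The 2 cultures lie close together from 3 min on, and the open circle lies on the opposite side of 0 from the 0 min value of culture b, as in the alpha-cell genes at 4.63 against -4.05.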

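The lists of Additional file 4 as read here hold 375 open reading frames upregulated and 500 downregulated in the “low glucose” mutants, 875 in all against the paper's 878. Of these, 324 and 441 were among the genes tested in the time-course. Because the lists are shorter than the paper's total, they were used for counts and means only. The study chose them on its deletion mutants, not on the time-course arrays.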

All transcripts differentially expressed between the two groups of deletion mutants were split according to whether they were up- (Figure 2A, left) or downregulated (Figure 2A, right) in the “low glucose” group (see Methods; Additional file 4). 

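NOP2 and ERB1, factors in the maturation of the large ribosomal subunit, belong to the transcripts upregulated in the “low glucose” mutants. At 30 min NOP2 rose by a log2 fold change of 1.27 as labelled (standard error 0.23, adjusted p = 0.00626 from limma) and of 1.79 with the 0 min array of culture a turned (standard error 0.07, adjusted p = 2.15e-09). For ERB1 these values were 1.27 (standard error 0.25, adjusted p = 0.00884) and 1.91 (standard error 0.11, adjusted p = 2.17e-08). Of the 324 measured transcripts of this list, 18 were higher at 3 min, 27 at 30 min and 0 at 300 min as labelled (23, 37 and 0 adjusted over the list alone), where limma gave 6 higher at an unadjusted p under 0.05 at 300 min. For the array turned, 175, 211 and 133 of them were higher (180, 212 and 134 adjusted over the list alone), and without it 151, 192 and 108.
The mean log2 fold change of the list as labelled was 0.24 at 3 min, 0.41 at 30 min and 0.077 at 300 min. With the array turned it was 0.85, 1.02 and 0.69, made up of 0.92, 1.08 and 0.77 in culture a and 0.78, 0.96 and 0.60 in culture b. HSP82, which encodes an Hsp90 chaperone and is also on this list, was the 1 member that was lower as labelled at 3 and at 30 min, with -1.50 and -2.79. For the array turned HSP82 had -0.44 at 3 min, which did not pass (adjusted p = 0.316 from limma), and -1.72 at 30 min (adjusted p = 0.00125). With the culture as a block, the counts as labelled were 31 at 3 min and 42 at 30 min. With the ratios shifted to the external control spots, 1 transcript was higher at 3 min and 1 at 30 min as labelled, where the list's mean at 3 min was -0.20, and with the array turned the mean was 1.13, 1.46 and 1.34 and 260 were higher at 300 min. As labelled NOP2 and ERB1 did not pass under this shift, nor with a dye term or without either 30 min array (adjusted p from 0.01 to 0.511 from limma over these settings).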

Importantly, transcripts upregulated in deletion mutants of the “low glucose” group are also upregulated in WT cells upon the addition of glucose (Figure 2B, left panel). These transcripts are mainly involved in translation, for example the GeneOntology (GO; [24]) biological process “ribosome biogenesis” (*p* = 3.45E-45; see Methods). Likewise, transcripts downregulated in deletion mutants of the “low glucose” group are also downregulated in WT cells upon glucose addition (Figure 2B, right panel). These transcripts are enriched for “oxidation reduction process” (*p* = 2.47E-19), “trehalose metabolic process” (*p* = 5.80E-8), “cellular respiration” (*p* = 7.27E-7) and various metabolism related processes (see Additional file 4 for a full list of GO categories). 

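SSF1 and NOG1, which act in the assembly of the large ribosomal subunit, and RPO31, the largest subunit of RNA polymerase III, rose within 3 min. SSF1 had a log2 fold change of 1.23 as labelled (standard error 0.11, adjusted p = 0.000156 from limma) and 1.26 with the 0 min array of culture a turned (standard error 0.09, adjusted p = 2.5e-07). NOG1 had 1.15 (standard error 0.23, adjusted p = 0.00993) and 1.69 (standard error 0.11, adjusted p = 1.41e-07), and RPO31 had 0.92 (standard error 0.14, adjusted p = 0.00183) and 0.91 (standard error 0.11, adjusted p = 2.01e-05). At 30 min RPO31 stood at 1.16 as labelled and 1.15 with the array turned. The close values for SSF1 and RPO31 follow from log2 ratios near 0 on the 0 min array of culture a. UTP10, a component of the small-subunit processome, had a log2 fold change of 1.08 at 3 min as labelled, which did not pass the test (adjusted p = 0.166), and of 2.21 with the array turned (adjusted p = 6.15e-09).
Of 122 measured genes of ribosome biogenesis, 15 rose at 3 min and 25 at 30 min as labelled (31 and 44 adjusted over the list alone), 93 and 97 with the array turned (94 and 97 adjusted over the list alone), and 84 and 91 without it. The list's mean log2 fold change at 3 min was 0.69 as labelled (adjusted p = 1.53e-20 from camera, adjusted p = 0.367 with an estimated correlation) and 1.13 with the array turned (adjusted p = 2.26e-23, and 0.042 with an estimated correlation). At 30 min it was 0.83 as labelled (adjusted p = 2.47e-34, adjusted p = 0.143 with an estimated correlation) and 1.27 with the array turned (adjusted p = 1.79e-20, adjusted p = 0.0514 with an estimated correlation).
Among 19 subunits of RNA polymerases I and III, 1 rose at 3 min and 2 at 30 min as labelled (1 and 2 adjusted over the list alone), against 14 and 18 with the array turned (14 and 18 adjusted over the list alone) and 11 and 16 without it. Their mean log2 fold change was 0.38 at 3 min and 0.69 at 30 min as labelled (adjusted p = 0.00504 and 3.64e-07 from camera, adjusted p = 0.771 and 0.43 with an estimated correlation). Turned, the array gave means of 1.08 and 1.39 (adjusted p = 1.91e-07 and 8.02e-08, adjusted p = 0.0963 and 0.108 with an estimated correlation). None of 18 tRNA synthetases passed limma's test as labelled at 3 or 30 min, where 1 was higher at an unadjusted p under 0.05 at each time, and the means were -0.51 and -0.03. With the array turned 14 and 15 of them rose (14 and 15 adjusted over the list alone) and without it 10 and 14, with means when turned of 1.11 and 1.58 (adjusted p = 1.04e-05 and 4.47e-06 from camera, adjusted p = 0.113 and 0.108 with an estimated correlation). The 126 measured cytosolic ribosomal protein genes, many of them near-identical pairs that may share signal, had opposite directions. Their mean was -1.32 at 3 min and -1.10 at 30 min as labelled (adjusted p = 1.27e-07 and 8.66e-07 from camera, adjusted p = 0.823 and 0.912 with an estimated correlation). It was 1.19 and 1.41 with the array turned (adjusted p = 1.34e-07 and 8.02e-08, adjusted p = 0.465 and 0.48 with an estimated correlation), and 45 and 62 of them rose (40 and 57 adjusted over the list alone). Without this array the means were 0.37 and 0.59, and 23 and 33 rose, as the 0 min means of this list differed, with -2.51 on the array of culture a turned and -0.88 on that of culture b. With the ratios shifted to the external control spots, SSF1, NOG1 and RPO31 did not pass as labelled at 3 min (0.79, 0.71 and 0.48, adjusted p = 0.235, 0.425 and 0.422 from limma), and the mean of the RNA polymerases was -0.05 (adjusted p = 0.0964 from camera) and that of ribosome biogenesis 0.25, while with the array turned the shift ended none of these calls. At 30 min it left means of 0.40 and 0.54 as labelled. As labelled NOG1 also missed the threshold with the culture as a block (adjusted p = 0.0106), and both NOG1 and RPO31 without the 3 min array of culture a (adjusted p = 0.0524 and 0.0178) or of culture b (adjusted p = 0.0746 and 0.0237), and for the array turned RPO31 had 1.38 at 3 min under 1 loess curve per array.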

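ETR1, an enoyl reductase of mitochondrial fatty acid synthesis, and COQ5, a methyltransferase of ubiquinone synthesis, are among the transcripts downregulated in the “low glucose” mutants, and both fell within 3 min. ETR1 had a log2 fold change of -1.72 as labelled (standard error 0.13, adjusted p = 0.000107 from limma) and -1.69 with the 0 min array of culture a turned (standard error 0.10, adjusted p = 6.78e-08). COQ5 had -0.89 (standard error 0.14, adjusted p = 0.0023) and -1.14 (standard error 0.06, adjusted p = 2.79e-08), and at 30 min -1.39 as labelled and -1.64 with the array turned. SDH1, the flavoprotein subunit of succinate dehydrogenase and also on this list, had 0.69 at 3 min as labelled, which did not pass (standard error 1.75, adjusted p = 0.789), and -3.35 with the array turned (standard error 0.09, adjusted p = 1.16e-09).
Of the list's 441 measured transcripts, 32 were lower at 3 min, 30 at 30 min and 0 at 300 min as labelled (32, 39 and 0 adjusted over the list alone), with 18 lower at 300 min at an unadjusted p under 0.05 from limma. Once the array was turned, 254, 318 and 282 were lower (257, 318 and 282 adjusted over the list alone), and without it 269, 324 and 285. The list's mean log2 fold change as labelled was 0.21 at 3 min, -0.27 at 30 min, -0.45 at 60 min and -0.19 at 300 min. With the array turned it was -0.94, -1.43, -1.6 and -1.35 at these times. The cultures then differed little, with -0.95 in culture a and -0.93 in culture b at 3 min and -1.32 and -1.37 at 300 min. In a model of only the 2 time points compared, 0 of these transcripts passed limma's test as labelled at 3 or 30 min, with 21 and 25 lower at an unadjusted p under 0.05. With the ratios shifted to the external control spots, the list's mean was -0.65, -0.99, -0.91 and -0.70 at these times with the array turned and -0.22 at 3 min as labelled, and as labelled ETR1 and COQ5 did not pass at 3 min (adjusted p = 0.0168 and 0.0282 from limma), nor did COQ5 without the 3 min array of culture a or b (adjusted p = 0.0302 and 0.0215).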

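TPS1, the synthase of trehalose 6-phosphate, fell at 3 min by a log2 fold change of -1.36 as labelled (standard error 0.17, adjusted p = 0.000898 from limma) and of -1.47 with the 0 min array of culture a turned (standard error 0.14, adjusted p = 3.13e-06). At 30 min its values were -1.62 and -1.73. TPS2, which removes the phosphate, had -1.12 at 3 min as labelled, which did not pass (standard error 0.39, adjusted p = 0.0813), and -2.18 with the array turned (standard error 0.11, adjusted p = 2.99e-08). UGP1, which makes the UDP-glucose used for trehalose and glycogen, fell at 30 min by -1.40 as labelled (adjusted p = 0.00299) and by -1.27 with the array turned (adjusted p = 0.000134). ATH1, the acid trehalase, had 0.05 at 30 min as labelled (adjusted p = 0.987) and -2.23 with the array turned (adjusted p = 2.56e-08).
Of 7 genes of trehalose metabolism, 1 fell at 3 min and 1 at 30 min as labelled (2 and 1 adjusted over the list alone), against 6 at each time with the array turned (6 and 6 adjusted over the list alone) and 5 and 6 without it. The list's mean was -0.19 at 3 min and -0.62 at 30 min as labelled (adjusted p = 0.165 and 0.0385 from camera, adjusted p = 0.823 and 0.672 with an estimated correlation), and its medians were -1.12 and -1.25. With the array turned the means were -1.29 and -1.71 (adjusted p = 0.000395 and 0.000525, adjusted p = 0.0963 and 0.108 with an estimated correlation). Of 14 genes of glycogen metabolism, 0 passed limma's test at 3 min and 1 fell at 30 min as labelled (0 and 1 adjusted over the list alone), with 1 lower at 3 min at an unadjusted p under 0.05, and 9 and 12 fell with the array turned (9 and 12 adjusted over the list alone) and 9 and 11 without it. Their means were 0.26 and -0.29 as labelled, and -1.10 and -1.65 with the array turned (adjusted p = 8.14e-05 and 7.17e-05 from camera, adjusted p = 0.198 and 0.177 with an estimated correlation).
IDH2, a subunit of isocitrate dehydrogenase, was the 1 of 15 genes of the TCA cycle that fell at 3 min as labelled (1 adjusted over the list alone), by -1.38 (standard error 0.25, adjusted p = 0.00515 from limma). IDH2 stood at -1.77 with the array turned, and 14 members fell at 3 min and 11 at 30 min (14 and 11 adjusted over the list alone), against 13 and 11 without the array. The means of this list were -0.08 and -0.35 as labelled, and -1.81 and -2.08 with the array turned (adjusted p = 4.31e-07 and 7.83e-05 from camera, adjusted p = 0.0963 and 0.163 with an estimated correlation). No gene of the 37 of the respiratory chain and ATP synthase passed limma's test as labelled, with 1 higher at 3 min and 1 lower at 30 min at an unadjusted p under 0.05, and the means were 0.76 and -0.42. When the array was turned, 26 fell at 3 min and 35 at 30 min (26 and 35 adjusted over the list alone; 33 and 36 without it), with means of -1.27 and -2.45 (adjusted p = 4.36e-08 and 1.67e-11 from camera, adjusted p = 0.256 and 0.169 with an estimated correlation). SDH1 then stood at -4.78 at 30 min (adjusted p = 4.25e-11), against -0.74 as labelled (adjusted p = 0.86). Of 24 genes of the general stress response, 0 passed limma's test as labelled (0 and 2 adjusted over the list alone), with 2 lower at 3 min and 3 at 30 min at an unadjusted p under 0.05, and the means were 0.84 and -0.10. Turning the array gave 15 and 22 that fell (16 and 22 adjusted over the list alone; 16 and 22 without it), with means of -1.17 and -2.11 (adjusted p = 5.43e-07 and 1.52e-08 from camera, and 0.042 and 0.0291 with an estimated correlation). With the ratios shifted to the external control spots, TPS1 at 3 and 30 min and UGP1 at 30 min did not pass as labelled (adjusted p = 0.0184, 0.014 and 0.0674 from limma), and TPS2 did at both times (adjusted p = 0.000824 and 0.000491), while UGP1 with the array turned was -0.83. As labelled TPS1 and IDH2 missed the thresholds at 3 min without the 3 min array of culture a (adjusted p = 0.0143 and 0.0558), IDH2 also without that of culture b (adjusted p = 0.0292), and UGP1 without the 30 min array of culture a (adjusted p = 0.0389).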

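At 300 min genes of translation were higher and genes of respiration lower with the 0 min array of culture a turned, and none of these genes passed limma's thresholds as labelled. RPA190, the largest subunit of RNA polymerase I, had a log2 fold change of 0.20 as labelled (standard error 0.44, adjusted p = 1 from limma) and 1.26 with the array turned (standard error 0.12, adjusted p = 1.19e-06). RRP1, a factor in the processing of ribosomal RNA, had 0.18 and 2.12, and SDH1 had -0.08 and -4.12 (standard error 0.09, adjusted p = 5.2e-11). With the array turned, 42 of the ribosome biogenesis genes, 9 subunits of RNA polymerases I and III, 14 tRNA synthetases and 68 cytosolic ribosomal protein genes rose, and 36 genes of the respiratory chain and ATP synthase, 12 of the TCA cycle, 11 of glycogen metabolism, 5 of trehalose metabolism and 21 of the general stress response fell. Adjusted over the list alone these counts were 42, 9, 15, 67, 36, 12, 11, 5 and 21, and without the array 30, 9, 14, 47, 37, 12, 11, 5 and 21.
As labelled none of these genes passed limma's test at 300 min, and at an unadjusted p under 0.05 there were 4 higher in ribosome biogenesis, 11 lower among the cytosolic ribosomal proteins, 1 lower in the respiratory chain, 1 lower in glycogen metabolism and 1 lower in trehalose metabolism. The means with the array turned were 0.64 for ribosome biogenesis, 0.75 for the RNA polymerases, 1.49 for the tRNA synthetases, 1.67 for the cytosolic ribosomal proteins, -2.52 for the respiratory chain, -1.97 for the TCA cycle, -1.56 for glycogen metabolism, -1.39 for trehalose metabolism and -2.50 for the general stress response. Without the array the cytosolic ribosomal proteins had 0.85, as their 0 min means differed between the cultures. All of the means with the array turned passed camera, and with an estimated correlation only the general stress response did (adjusted p = 0.0326). The others then had an adjusted p = 0.143, 0.203, 0.143, 0.427, 0.161, 0.143, 0.186 and 0.164 with an estimated correlation, in the order of their means. As labelled the means were 0.20, 0.06, -0.12, -0.84, -0.49, -0.24, -0.19, -0.29 and -0.49, of which ribosome biogenesis, the cytosolic ribosomal proteins, the respiratory chain, trehalose metabolism and the general stress response passed camera, with an adjusted p = 0.226, 0.559, 0.944, 0.559 and 0.944 with an estimated correlation.
TPS2 at 300 min had a log2 fold change of -0.36 as labelled and -1.42 with the array turned (adjusted p = 3.18e-07), and NTH1, the neutral trehalase, -0.21 and -2.35 (adjusted p = 8.15e-10). TPS1 did not pass the thresholds at 300 min in either direction of the array (-0.50 and -0.61), and TPS3, a regulatory subunit of the synthase, stood at -0.02 and 0.60 and did not pass. For TPS1 with the array turned only the limit on the fold change was missed (adjusted p = 0.00193 from limma). With 1 loess curve per array and the array turned, TPS1 and TPS3 passed at 300 min, with -1.34 and 0.94 (adjusted p = 1.86e-05 and 0.000281 from limma). Shifted to the external control spots with the array turned, the means at 300 min were 1.29 for ribosome biogenesis, 1.40 for the RNA polymerases, -0.73 for trehalose metabolism and -0.91 for glycogen metabolism, RPA190 had 1.91, TPS2 -0.77 and TPS1 0.04, and TPS3 passed with 1.25 (adjusted p = 1.21e-05). As labelled the respiratory chain and the general stress response lost their calls without the 300 min array of culture b (adjusted p = 0.0864 and 0.0895 from camera), and trehalose metabolism without that of culture a (adjusted p = 0.173).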

Simultaneous repression of transcripts involved in respiration and induction of transcripts involved in translation are hallmarks of a high glucose response. By coupling fermentative growth to increased protein production, maximal growth rates are achieved. In contrast, deleting members of the “high glucose” group results in a low glucose response. 

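SCW4, a cell wall protein related to glucanases, and GAS5, a glucanosyltransferase of the cell wall, were the 2 transcripts that were higher at 30 min among those downregulated in the “low glucose” mutants, with the 0 min array of culture a turned. At 3 min 7 transcripts of this list were higher with the array turned, and 1 as labelled (YNL208W). At 300 min 12 were higher with the array turned and 0 as labelled by limma, where also 0 were higher at an unadjusted p under 0.05. In the opposite list, 1 transcript was lower at 3 min, 4 at 30 min and 4 at 300 min with the array turned. SET4 was among them at each of these times, FET4, an iron transporter, at 30 and 300 min, and HSP82 at 30 min. These genes are named after their values were seen. Between 30 and 300 min, which does not involve the 0 min arrays' direction, 17 transcripts downregulated in these mutants rose and 0 fell as labelled, with 11 lower at an unadjusted p under 0.05 from limma, and 82 rose and 56 fell with the spread estimated on the turned arrays. Of the upregulated transcripts, 2 rose and 7 fell as labelled, and 5 rose and 36 fell with that spread.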

Transcripts upregulated in this group are downregulated in WT cells upon the addition of glucose. 

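With the 0 min array of culture a turned, 54.0% of the transcripts upregulated in the “low glucose” mutants were higher at 3 min, 65.1% at 30 min and 41.0% at 300 min, against 10.3, 15.7 and 19.4% of the genes on neither list. Of the downregulated transcripts 57.6, 72.1 and 63.9% were lower, against 9.99, 15.7 and 16.2% of the other genes. As labelled, 5.56% of the upregulated transcripts were higher at 3 min and 7.26% of the downregulated ones were lower, against 1.89 and 2.09% of the other genes. At 30 min these shares were 8.33 and 6.80%, against 1.18 and 1.87%, and at 300 min 0% of either list and 0% of the other genes passed limma's thresholds as labelled, with 6 upregulated transcripts higher and 18 downregulated ones lower at an unadjusted p under 0.05. HXT1, a low-affinity glucose transporter, was higher at 30 min with the array turned by a log2 fold change of 2.70 (standard error 0.26, adjusted p = 2.23e-06 from limma) and at 300 min by 3.35 (adjusted p = 3.06e-07). As labelled HXT1 had -0.47 and 0.17 and did not pass (adjusted p = 0.88 and 1). The 10 measured hexose transporters did not pass camera as a list at 3, 30 or 300 min, as labelled or with the array turned.
Genes outside both lists changed as well. ADH6, an NADPH-dependent alcohol dehydrogenase, rose at 3 min by 2.53 as labelled and 3.22 with the array turned, OYE3, an NADPH oxidoreductase, by 4.75 and 3.12, and ARN1, a transporter of siderophore-bound iron, by 2.62 and 2.67 (adjusted p from 4.31e-08 to 0.00159 for ADH6 and OYE3 and 2.92e-05 and 3.46e-08 for ARN1, from limma). At 30 min FUR4, the uracil permease, rose by 1.79 and 2.15, and KAR2, a chaperone of the endoplasmic reticulum, fell by 2.34 and 2.22 on the log2 scale, with -1.25 for the array turned under 1 loess curve per array. As labelled ADH6 and FUR4 did not pass with the ratios shifted to the external control spots (adjusted p = 0.0549 and 0.137 from limma), nor OYE3 without the 3 min array of culture a or b (adjusted p = 0.0178 and 0.0187). The fold changes of the cultures correlated across genes at r = -0.29 at 3 min, -0.49 at 30 min and -0.82 at 300 min as labelled, and at 0.89, 0.92 and 0.92 with the array turned (Spearman's rho from 0.91 to 0.94), where genes are not independent replicates. From the shared direction of these transcripts in the mutants and in wild-type cells given glucose, and from the roles of these transcripts in translation and respiration, the paper proposes what the mutants' profiles stand for.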

Taken together, this strongly suggests that the gene expression profiles of mutants of the glucose regulatory system components are truly characteristic of a WT cell encountering either high or low glucose conditions. Moreover, it also supports the previously made observation that the cell shifts its metabolic and transcriptional programme based on the perceived rather than the actual glucose conditions [3,25-28].

In addition to the transcripts oppositely regulated across the two groups, other transcripts are affected in a mutant- rather than in a group- or pathway-specific way and reflect additional roles other than in glucose signalling (Figure 2A; Additional file 4). Two examples include *tup1Δ* and *cyc8Δ* that show many specific transcript changes. This agrees with the fact that the Tup1-Cyc8 general co-repressor complex is also known to directly repress genes involved in functions as diverse as DNA damage, mating, oxygen response [29] and amino acid metabolism [30].

### Gene expression profiles expose relationships between components of the glucose regulatory system

Although each deletion mutant globally falls either into the “high glucose” or “low glucose” group, the gene expression profiles within each group still show different degrees of similarity (Figure 2A). Within each group, the gene expression profiles are organised in a manner largely consistent with the current understanding of the yeast glucose regulatory system. For instance, gene expression profiles of members of the same protein complex such as *gpr1Δ* and *gpa2Δ*[1,28] or the palmitoyltransferase subunits *erf2Δ* and *shr5Δ*[31], cluster tightly. Similarly, deletions of homologous components, such as Gpb1 and Gpb2 [28], also result in highly similar gene expression profiles. Likewise, cooperating members cluster tightly together, e.g. *grr1Δ, reg1Δ, hxk2Δ, cyc8Δ* and *tup1Δ*, which collectively mediate glucose repression [32-35]. This indicates that although a great proportion of transcripts are involved in the high or low glucose response, more subtle relationships can still be detected through the transcriptional response of these mutants.

In addition to established relationships such as those described above, a number of previously uncharacterised relationships can be inferred from the gene expression profiles. The tight correlation observed between the gene expression profile of *tsl1Δ* and *pfk27Δ* (Figure 3A) is indicative of a functional relationship. This is further substantiated by their positive genetic interaction as derived from a high-throughput synthetic genetic interaction map [36], which can signify that both gene products are part of the same complex or pathway. Until now, no concrete role has been assigned to Tsl1 but it is speculated to have regulatory functions within the trehalose synthase complex [37]. Pfk27 is the 6-phosphofructo-2-kinase that synthesises the key metabolite fructose-2,6-bisphosphate, which regulates the glycolytic/gluconeogenic switch. The correlation between the *tsl1Δ* and *pfk27Δ* gene expression profiles indicates a regulatory link between storage carbohydrate synthesis and the shift from glycolysis to gluconeogenesis and vice versa.

**Figure 3:**
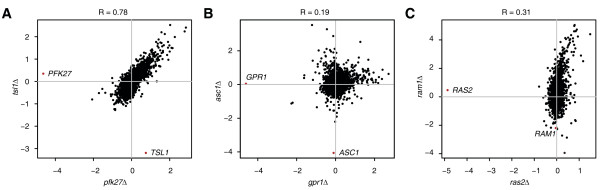
**Relationships exposed through gene expression profiling.** Transcript changes (FC) of two different deletion mutants are plotted against each other. Red dots indicate the deleted genes. (**A**) Transcript changes of the *pfk27Δ* and *tsl1Δ* mutants are highly correlated. (**B**) Transcriptional changes of the *asc1Δ* mutant are not negatively correlated to those of the *gpr1Δ* mutant suggesting that Asc1 does not inhibit Gpr1. (**C**) The deletion of *RAM1* results in many more transcriptional changes than the deletion of *RAS2*. *RAS1* is not shown as its deletion behaves like WT.

The identity of the β-subunit of the glucose sensing G-protein of the Gpr1/PKA pathway is much debated [38]. Previously, Asc1 has been proposed to fulfil this role [39]. Should Asc1 inhibit Gpr1 signalling, its gene expression profile would be the inverse of that of *gpr1Δ*. Remarkably, this is not observed (Figure 2A; Figure 3B). As evident from Figure 2A, the *asc1Δ* gene expression profile clusters closely with that of *pfk27Δ* and *tsl1Δ*, strongly indicating that Asc1 is not the β-subunit of the Gpr1 system but instead shares a functional role with Pfk27 and Tsl1 in storage carbohydrate synthesis and the glycolytic/gluconeogenic switch.

Another interesting new putative functional relationship concerns Ram1. Ram1 is the β-subunit of the CAAX farnesyltransferase [40], which prenylates Ras1, Ras2 and the a-factor mating pheromone to tether them to the membrane. The extensive transcriptional changes elicited by its deletion imply that Ram1 plays a much more important role than previously thought (Figure 2A; Figure 3C). This can be explained by the fact that in a *ram1Δ* strain, Ras1 and Ras2 are mislocalised to the cytosol and presumably forfeit their signalling capacity [41]. Ram1 should therefore be accredited with a major role in the Ras/PKA branch of the glucose regulatory system, rather than being thought of as a supporting actor. These examples demonstrate that using gene expression profiles as detailed molecular phenotypes can reveal many different types of functional relationships.

### Metabolic pathway members are transcriptionally regulated

The main transcriptional response (Figure 2) indicates a tight interconnection between the individual pathways of the glucose regulatory system. To investigate the degree to which components of the glucose regulatory system transcriptionally influence each other, the effect of deleting one pathway member on the mRNA expression of all the other pathway members was systematically determined (Figure 4). When assayed in this way, members of the Ras/PKA, Gpr1/PKA, Sch9, Yak1, Snf1 and Snf3/Rgt2 signalling pathways are only infrequently regulated at the mRNA level. In contrast, genes whose transcription is frequently changed encode members of the metabolic pathways (Figure 4, indicated by grey boxes; Supplementary Figure 2 in Additional file 3), especially enzymes involved in the biosynthesis of glycogen and trehalose. Their transcript levels are strongly increased in deletion mutants of the “high glucose” group (Figure 4, top) and decreased in deletion mutants of the “low glucose” group (Figure 4, bottom). With the exception of Gph1, Nth2, Tps2 and Tsl1, metabolic pathway members regulated at the level of transcription do not result in significant transcriptional changes upon their own deletion, most likely because their activity is not required under the high glucose conditions used in this study. Taken together, these analyses indicate that changes in perceived glucose levels ultimately lead to a shift in the metabolic programme, either to or from fermentation, and that this is achieved by regulating the transcription of metabolic pathway members, such as Gsy1, Gdb1, Tps2 and Tsl1.

**Figure 4:**
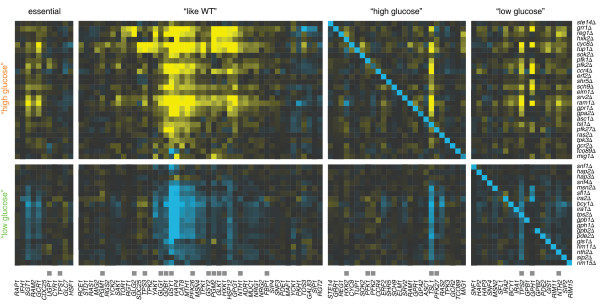
**Transcriptional regulation within the glucose regulatory system.** Transcript changes (horizontal) of all essential pathway members, those that upon deletion still behave like WT (“like WT”), as well as transcripts of pathway members categorised into the “high glucose” and “low glucose” group are depicted in the different mutants (vertical). Grey boxes indicate pathway members involved in the metabolic pathways. Colour scale and order of mutants (vertical) as in Figure 2. Transcripts (horizontal) of essential pathway members and members corresponding to mutants that behave like WT are ordered as derived from the hierarchical clustering. The transcript ordering of pathway members included in the “high glucose” and “low glucose group” is the same as for the mutants. The diagonal depicts the deleted genes.

### Tps2 is the most downstream transcriptional component

To further determine whether members of the metabolic pathways are indeed the most downstream transcriptional components, a new approach was applied to deduce the hierarchy of transcriptional regulation within the glucose regulatory system (see Methods). The approach is designed to explain a gene expression profile measured upon the deletion of one pathway member through the transcriptional regulation of another pathway member. Two measures are used to define the hierarchical relationship between two pathway members: (a) the transcript change they elicit on each other, and (b) the correlation of their gene expression profiles. Depending on the sign of these measures, four possible combinations are distinguished (Figure 5A, B) and categorised into two types (Figure 5C) “sequential” and “non-sequential”. A sequential relationship is observed when the transcript changes for a pathway member as a result of its deletion can be explained by the altered transcription of a second pathway member (Figure 5A-D, left). This is the case, for instance, when the transcript level of pathway member *y* is reduced upon the deletion of pathway member *x*, resulting in a gene expression profile highly similar to the deletion of *y* itself. In the reconstructed transcription network, pathway member *y* is hence placed downstream to pathway member *x*. On the other hand, gene expression profiles may indicate a non-sequential relationship, such as a feedback circuit between two pathway members (Figure 5A-D, right). In this case, the transcriptional regulation of one pathway member cannot easily explain the gene expression profile of the second pathway member, indicating a non-sequential relationship that involves additional intermediate components.

**Figure 5:**
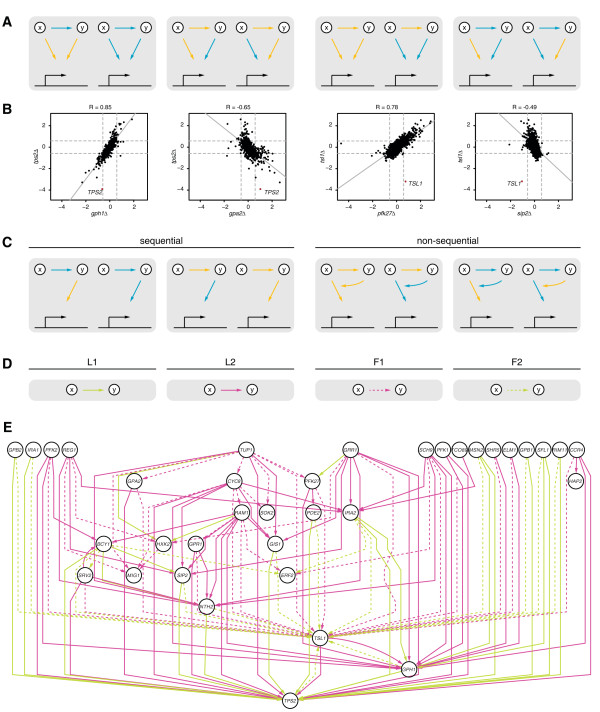
**Hierarchical network reconstruction.** Tps2 is the most downstream transcriptional component. (**A**) Possible data observations. A blue edge from *x* to *y* indicates decreased transcription of *y* in the deletion of *x*, a yellow edge indicates increased transcription. Edges of the same colour going from *x* and *y* to downstream target genes denote correlation between the gene expression profiles of *xΔ* and *yΔ*, anti-correlation otherwise. (**B**) Different types of data observations, as presented in (A), are exemplified. Dashed grey lines indicate 1.5 FC. Solid grey lines indicate the linear regression line fitted through the data points. Deletions of *x* and *y* are represented on the x- and y-axis respectively. The transcriptional change of *y* is highlighted by a red dot. (**C**) Data interpretations. The two leftmost types of data observations are interpreted as sequential relationships, in which transcriptional changes of downstream target genes observed in the deletion of *x* are indirect through the transcriptional regulation of *y*. The two rightmost types of data observations are interpreted as non-sequential relationships such as feedback from *y* to *x* itself or downstream target genes of *x*. (**D**) Unique edges (green and purple, solid and dashed) are used to denote the different types (L1, L2, F1 and F2, see Methods for details) of data observations in the network. (**E**) Data observations are summarised and represented as described in (D) for all components of the glucose regulatory system that upon deletion result in significant transcriptional changes compared to WT.

The combination of all such relationships found between components of the glucose regulatory system is depicted in a hierarchical network (Figure 5E). Interestingly, components are typically either found in sequential relationships, e.g. Bcy1, Gph1, or Tps2, or are predicted to be involved in non-sequential relationships such as feedback, e.g. Erf2, or Tsl1. Consistent with the previous analysis (Figure 4), the network shows that metabolic pathway members involved in trehalose biosynthesis, in particular Tps2 and Tsl1, are the most downstream transcriptional components of the glucose regulatory system and are therefore predicted to mediate the main transcriptional response to perceived glucose availability (Figure 2).

Trehalose is synthesised by a complex consisting of four members: the trehalose-6-phosphate synthase Tps1, the trehalose-6-phosphate phosphatase Tps2, as well as the regulatory subunits Tsl1 and Tps3. Tps1 is essential for growth on rapid fermentative carbon source as used in this study, and therefore a gene expression profile of *tps1Δ* could not be determined. Of the remaining complex members only deletion of either Tps2 or Tsl1 leads to significant transcript changes, suggesting that Tps3 is not required for the functioning of the complex under high glucose conditions. The transcriptional regulation of Tps2 may account for the global transcriptional changes measured upon the deletion of various components of the glucose regulatory system. To further investigate this prediction, we performed epistasis analysis by gene expression profiling double mutants. These mutants consisted of *tps2Δ* in combination with the deletion of *GPR1* and *RAM1*, two members of the Gpr1/PKA and Ras/PKA pathways that have a gene expression profile opposite to *tps2Δ*. Epistasis can describe a genetic interaction between two genes, in which the deletion of one gene masks or suppresses the effects of the other gene [42]. Tps2 is then epistatic to and in fact acting downstream of Gpr1 and Ram1 if the gene expression profile of the respective double mutant resembles the profile of the *tps2Δ* single mutant. Gpr1 indeed functions upstream of Tps2 as reflected in the gene expression profile of the *tps2Δ gpr1Δ* double mutant, which is most similar to the *tps2Δ* profile and the inverse of the *gpr1Δ* profile (Figure 6, top). Similarly, based on the transcriptional hierarchy, Ram1 would be placed upstream of Tps2, in agreement with its role in membrane anchoring of the Ras proteins. The validity of this prediction is shown by the *tps2Δ ram1Δ* double mutant, which is again most similar to the *tps2Δ* gene expression profile (Figure 6, bottom). One exception is a set of genes enriched for the GO biological process “response to pheromone” (*p =* 8.50E-13), which can be accounted for by Ram1 being known to also prenylate the a-factor mating pheromone (Figure 6, grey bar) [40]. The decreased transcription of these genes are the only remainder of the *ram1Δ* single mutant that is retained in the *tps2Δ ram1Δ* double mutant gene expression profile and appears to be mediated independently of Tps2. While the precise function of Tsl1 is largely unknown, the network analysis suggests that it plays an important role in communicating a feedback signal to other components of the glucose regulatory system (Figure 5E). The balance between glycogen mobilisation and trehalose biosynthesis in particular is predicted to be mediated by Tsl1 through feedback (Figure 7) as further discussed below.

**Figure 6:**
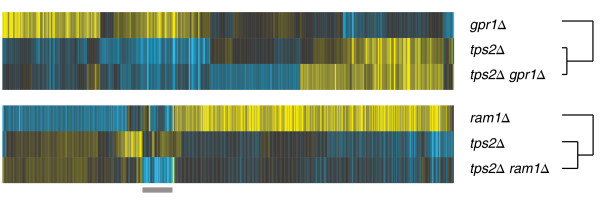
**Tps2 is epistatic to both Gpr1 and Ram1.** Transcriptional changes upon the single deletion of either *TPS2* or *GPR1*, as well as *TPS2* or *RAM1* are compared to the effect of their combined deletion. Shown are all transcripts (horizontal) changing significantly (*p* < 0.01, FC > 1.7) in any of the three deletion mutants (vertical). In both *tps2Δgpr1Δ* and *tps2Δram1Δ* double deletions, transcriptional changes of *tps2Δ* dominate the double mutant gene expression profile. Colour scale as in Figure 2.

**Figure 7:**
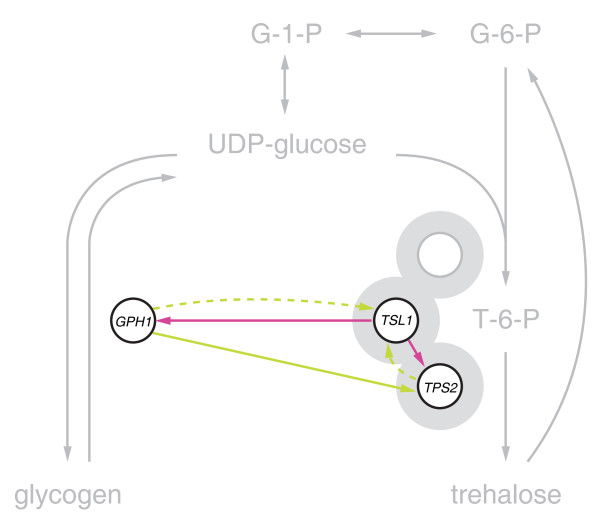
**A regulatory unit for balancing the storage carbohydrate biosynthesis.** The inferred transcription network between Tps2, Tsl1, and Gph1 (purple and green; as in Figure 5E) is integrated into the metabolic pathway (grey) in which they are functioning.

## Discussion

### Parallel pathways in the glucose regulatory system

Previous studies have exposed the existence of parallel pathways in the glucose regulatory system by showing that there still is a response to altered glucose levels in deletion mutants of individual glucose signalling pathways [3,5]. Here, we show by gene expression profiling all non-essential components of the glucose regulatory system that, in general, removing any single component of this system results in one main transcriptional response (Figure 2). Those pathway members that hardly show any transcriptional changes as a result of the deletion mutant are either not required under the condition investigated here or are known to have redundant partners within a given pathway. The loss of one pathway member can then be buffered by the existence of another and hence, does not lead to great transcriptional changes. Remarkably, for most deletion mutants of different pathways of the glucose regulatory system this is not the case, implying that these pathways do not buffer each other’s activity. This seems to suggest that the degree of genetic redundancy between pathways of the glucose regulatory system is negligible. Rather, they represent parallel pathways that are so interconnected that the ultimate transcriptional change measured upon their disruption is highly similar.

### Transcriptional response according to perceived glucose levels

One of the most striking observations is that, in general, the transcriptional response as a result of the deletion of a gene involved in the glucose regulatory system is invariably of the same type, although the magnitude and direction of the response vary (Figure 2A). Two groups of pathway members can be distinguished: those promoting processes required under low glucose conditions (“low glucose” group), and those promoting processes required under high glucose conditions (“high glucose” group). Transcripts differentially expressed between deletion mutants of these two groups are also involved in the physiological response to altered glucose levels (Figure 2B). However, since there is no actual difference in external glucose levels, the transcriptional response is based solely on perceived rather than actual external glucose levels, as has been suggested before [3,25-28].

### Uniform gene expression profiling to relate pathway members

Since standardised, uniform conditions are used for all experiments, different components of the glucose regulatory system can be related by the similarity of their gene expression profile. In this case, the gene expression profiles are used as detailed molecular phenotypes, rather than using them as a screen for finding differentially expressed genes. For example, we detect the well-established functional relationship between Gpr1 and Gpa2 and reveal unknown ones, such as between Tsl1, involved in trehalose metabolism, and Pfk27, involved in the regulation of glycolysis (Figure 3A). This seems to suggest that Tsl1 has a role in glycolytic regulation or, alternatively, might couple regulation of trehalose metabolism to the glycolytic flux. The concept of trehalose metabolism and the glycolytic flux being interdependent is very appealing since this allows the cell to couple its storage carbohydrate levels to the current metabolic rate and thus glucose availability.

### Transcriptional regulation of the glucose regulatory system

This study further investigated the extent to which the glucose regulatory system itself is regulated through transcription. Pathway members involved in signalling are hardly transcriptionally affected in the deletion mutants. It seems highly unlikely that they are not regulated at all, suggesting that they are regulated post-translationally to evoke changes in the signalling output at a faster rate. Our results indicate that the glucose levels perceived by the cells are propagated downstream through the signalling pathways to adjust the long-term metabolic output accordingly. In particular, the enzymes involved in the biosynthesis of the storage carbohydrates glycogen and trehalose are transcriptionally changed (Figure 4). This is supported by the fact that only upon gradual depletion of external glucose, cells begin to synthesise storage carbohydrates and therefore require the presence and transcriptional activation of the corresponding metabolic enzymes.

A new network approach is introduced, which is set up to reveal hierarchy and feedback in the observed transcriptional responses using the unique characteristics of deletion mutant gene expression profiles. The relation between two respective pathway members is explained by combining the similarity in their gene expression profiles with the effect that deletion of one pathway member has on the transcription of the other member. In fact, the approach can be applied to any system or pathway where determination of hierarchy is important and the effects of perturbing individual components are measured in a genome-wide and quantitative manner. When applied to the glucose regulatory system (Figure 5), it further supports the hypothesis that adjusting transcript levels of pathway members involved in storage carbohydrate metabolism is one of the most downstream transcriptional events. Although this concept is intuitive it has not, to our knowledge, been explicitly demonstrated before. While the synthase Tps1 is shown to be crucial for trehalose production [43], its transcription is little changed in deletion mutants of the glucose regulatory system (Figure 4). Based on the observed transcript changes, the phosphatase Tps2 is predicted to be the most downstream transcriptional component (Figure 5E; Figure 6) and the regulatory subunit Tsl1 is suggested to play an important role in communicating feedback (Figure 5E).

The network highlights the interplay between the mobilisation of glycogen, mediated by Gph1, and the biosynthesis of trehalose, mediated by Tps2 and Tsl1 (Figure 7). Recent studies suggest different roles for the storage carbohydrates glycogen and trehalose, where trehalose might be the preferred energy source for survival under a variety of conditions [44]. Consistently, our results show that transcript levels of Gph1, as well as Tps2 and Tsl1 are increased as the cell perceives low glucose concentrations through the deletion of a “high glucose” pathway member. Furthermore, a sequential relationship in the transcriptional changes upon the deletion of *GPH1* and *TPS2* is observed. Although based on transcriptional changes only, this suggests that glycogen is mobilised to replenish the internal glucose pool, whilst trehalose is built up. In addition, our results suggest that the ratio between these two processes is balanced by Tsl1 through feedback. Taken together, the results of this study imply that multiple inputs from different signalling pathways converge into the regulatory unit of Gph1, Tps2 and Tsl1 to balance the availability of storage carbohydrates and adjust the metabolic state of the cells accordingly.

## Conclusions

Pathways of the glucose regulatory system represent parallel pathways that are highly interconnected. Perceived alterations of external glucose levels lead to one main transcriptional response that varies in direction to mimic either a high or a low glucose response. Network analysis of the transcriptional changes suggests that this response is mediated by regulating storage carbohydrate biosynthesis, in particular by transcriptionally adjusting the abundance of Tps2 and Tsl1. An additional link to Gph1 possibly connects mobilisation of glycogen to trehalose biosynthesis to balance the availability of storage carbohydrates. This is an important aspect of the yeast glucose regulatory system and provides a basis for further studies to investigate the mechanistic and biochemical details.

## Methods

### Expression profiling and deletion strains

All experimental details of expression profiling the deletion mutants are provided in Additional file 3. In short, for expression profiling the deletion mutants, each mutant strain in the BY4742 background (Additional File 1) was profiled four times from two independently inoculated cultures and harvested in early mid-log phase in SC medium, supplemented with 2% glucose. Sets of mutants were grown alongside 56 WT cultures and processed in parallel. For expression profiling the glucose WT time-course, two overnight WT cultures were used to inoculate 50 ml cultures at an OD_600_ of 0.15. These were depleted of glucose by growing for 24 h and were used the next day to inoculate 500 ml cultures in fresh medium (SC, supplemented with 2% glucose) to an OD_600_ of 0.15. Samples for expression profiling were taken immediately after, as well as 3, 7.5, 15, 30, 60, 110, 150, and 300 minutes after inoculation into fresh medium.

Dual-channel 70-mer oligonucleotide arrays were employed with a common reference WT RNA. All steps after RNA isolation were automated using robotic liquid handlers. These procedures were first optimised for accuracy (correct FC) and precision (reproducible result), using spiked-in RNA calibration [45]. After quality control, normalisation, and dye-bias correction [46], statistical analysis was performed for each mutant versus a collection of 200 WT cultures. The reported FC is an average of the four replicate mutant gene expression profiles versus the average of all WTs. Transposable elements and mitochondrial genes were excluded from all analyses.

Incorrect strains from the deletion collections Euroscarf or Open Biosystems (15%) as indicated by aneuploidy (3%), incorrect deletion (7%), or additional spurious mutation affecting the gene expression profile (5%) were remade and re-profiled. Three strains were not available in either collection and thus made for this study (Additional file 1). None of the WT gene expression profiles had twelve or more genes changing compared to the average WT as determined by the same criteria as for the mutants (*p* < 0.01, FC > 1.7). This threshold was therefore applied to determine whether a mutant had a gene expression profile different from WT and was hence used for further analysis.

### Accession numbers

All microarray gene expression data is deposited in the public data repositories ArrayExpress (accession numbers E-TABM-1210 [deletion mutants] and E-TABM-1211 [glucose WT time-course] and GEO (accession number GSE33099 [deletion mutants and glucose WT time-course]. The data are also available as flat-file or in TreeView format from http://www.holstegelab.nl/publications/glucose_regulatory_system/.

### Construction of *tps2Δ* double mutants

*tps2Δ* MATa BY4741 strains were mated with *gpr1Δ* and *ram1Δ* MATα BY4742 strains and then sporulated. Double mutants were obtained from two independent spores through tetrad dissection.

### Construction of the glucose gene signature

The glucose gene signature is defined as the set of genes that is differentially regulated between the “high glucose” and “low glucose” pathway members. To this end, the following classification-like approach was used. Only deletion mutants with 30 or more transcripts changing significantly (*p* < 0.01, FC > 1.7) were used in the procedure (32 mutants). The dataset was randomly divided into a training (2/3 of the mutants, i.e. 21 mutants) and test (1/3 of the mutants, i.e. 11 mutants) set. Leave one out cross validation was applied on the training set to find all genes with a classification accuracy of 90% using a K-nearest neighbour (KNN) classifier with K equals three. In other words, genes were selected when correctly classifying 90% of all deletion mutants in the training set (19 out of 21 deletion mutants). This gene set was subsequently used to classify all mutants of the test set to obtain an independent estimate of the predictive power. This procedure was repeated 200 times. Genes were ranked according to their frequency of occurrence in these sets and the top *N* = 878 genes were selected, where *N* is the mean size of all 200 gene sets. For a schematic overview, see Supplementary Figure 3 in Additional file 3. Note that this classification-like approach was used in favour of a standard limma analysis to be able to select genes exhibiting only minor transcriptional changes but that still discriminate between the “high glucose” and “low glucose” pathway members.

### Functional enrichment analyses

For functional enrichment analyses, a hypergeometric testing procedure was performed using GO biological process annotations [24] as obtained from SGD [47] on September 3^rd^ 2011. The background population was set to 6,359 (the number of genes annotated in GO) and *p* values were Bonferroni corrected for multiple testing.

### Hierarchical network reconstruction

A directed network $G=\left(V,E\right)$ is constructed. Each vertex $v_{i}\in V$ represents a member of the glucose regulatory system and each edge $e_{x,y\;}\in E,E=\left\{L1,L2,F1,F2\right\}$ describes the relationship between two pathway members *x* and *y*. This relationship is defined as follows:

(1) $$e_{x,y}=\{\begin{array}{c} L1\text{,}\;d_{x,y}<0\;and\;c_{x,y\;}>0\\ L2\text{,}\;d_{x,y}>0\;and\;c_{x,y\;}<0\\ F1\text{,}\;d_{x,y}>0\;and\;c_{x,y\;}>0\\ F2\text{,}\;d_{x,y}<0\;and\;c_{x,y\;}<0 \end{array}$$

where *d*_*x,y*_ is the change of transcription of *y* upon the deletion of *x*

(2) $$d_{x,y}=\{\begin{array}{c} FC_{x,y}\;p_{x,y}<0.01\;and\;FC_{x,y}>1.5\;\\ \;0\text{,}\;else\text{,}\; \end{array}$$

and *c*_*x,y*_ is the significant cosine correlation between the gene expression profiles obtained upon the deletions of *x* and *y* respectively

(3) $$c_{x,y}=\{\begin{array}{c} c_{x,y}\;c_{x,y}<0\;or\;c_{x,y}>0.18\;\\ 0\;else\text{.} \end{array}$$

Significance of correlation is determined by a randomisation test as follows. First, transcript levels of each gene in a given gene expression profile are shuffled. Second, correlation between gene expression profiles is calculated for each mutant pair. This routine is repeated a 1,000 times to obtain a background distribution, and the lower 0.001 and upper 0.999 quantiles (corresponding correlation of 0 and 0.18) are applied as significance thresholds. Using these thresholds to determine significant correlation ensures that amongst 1,000 significant correlations lower than 0 or higher than 0.18 respectively, only one is likely to be random.

Robustness and stability of the resulting network was tested by varying the different parameters included. Application of pearson correlation instead of cosine correlation did not affect the resulting network. Small changes in strictness of *p* value and FC of transcription changes, or significance of correlation did affect the presence of individual edges in the network, but not the overall hierarchical structure and downstream position of Tsl1 and Tps2.

## Abbreviations

cAMP: Cyclic AMP; FC: Fold-change; GO: GeneOntology; KNN: K-nearest neighbour; SC: Synthetic Complete medium; WT: Wildtype.

## Competing interest

The authors declare that they have no competing interests.

## Authors’ contributions

EA planned and carried out experiments of deletion mutants, analysed the data, and wrote the manuscript. KS planned and carried out bioinformatics analyses, analysed the data and wrote the manuscript. TM and NB planned and carried out the glucose WT time-course experiment. LvdP contributed deletion mutant data. LB supported bioinformatics analyses. DvL technically assisted DNA microarray experiments. FH conceived the study and revised the manuscript. PK conceived the study and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Strains used in this study.** This Excel file contains information on all strains used in this study. Click here for file

Additional file 2 **Categorisation of components of the glucose regulatory system.** This Excel file contains literature- and data-based categorisation of all glucose signalling pathway members. Click here for file

Additional file 3 **Supplementary Figure **1-3**and Supplementary Experimental Procedures.** This PDF file contains three additional figures in support of the main text, as well as extensive descriptions of experimental procedures used in this study [48-56]. Click here for file

Additional file 4 **Supplementary analysis of the glucose signature.** This Excel file contains all genes included in the glucose gene signature, GO enrichments of the glucose gene signature, and GO enrichments of transcriptionally changed genes per deletion mutant excluding the glucose signature. Click here for file

# Supplementary material for: Yeast glucose pathways converge on the transcriptional regulation of trehalose biosynthesis
**Source:** BMC Genomics. 2012 Jun 14;13:239. doi: 10.1186/1471-2164-13-239
**Supplement:** Additional file 3 — Supplementary Figure 1-3and Supplementary Experimental Procedures. This PDF file contains three additional figures in support of the main text, as well as extensive descriptions of experimental procedures used in this study [48-56].

Supplementary Information for

Yeast glucose pathways converge on the transcriptional regulation of trehalose biosynthesis

Eva Apweiler^{1,2}, Katrin Sameith^{1,2}, Thanasis Margaritis², Nathalie Brabers², Loes van de Pasch², Linda V. Bakker^{2,3}, Dik van Leenen², Frank C.P. Holstege², Patrick Kemmeren²

¹Equal contribution

Utrecht, the Netherlands

Netherlands

Table of Contents

Supplementary Figure 1	3
Supplementary Figure 2	4
Supplementary Figure 3	5
Supplementary Experimental Procedures	6
Data availability	6
Yeast Strains	6
Quality control on strains from the deletion collection	6
Yeast growth for expression profiling	7
Yeast growth for expression profiling in Erlenmeyers (1)	7
Yeast growth for expression profiling in Tecan platereader (2)	8
Yeast growth for expression profiling the glucose WT time-course	8
Experimental design	9
DNA microarrays	9
RNA extraction	9
RNA purification for growth in Erlenmeyers	10
RNA purification for growth in Tecan platereader	11
External controls	11
RNA amplification and labelling	12
Hybridisation	13
Scanning and image analysis	14
Microarray quality control	14
Data normalisation	16
Statistical analysis of gene expression profiles	16
References	17

Supplementary Figure 1

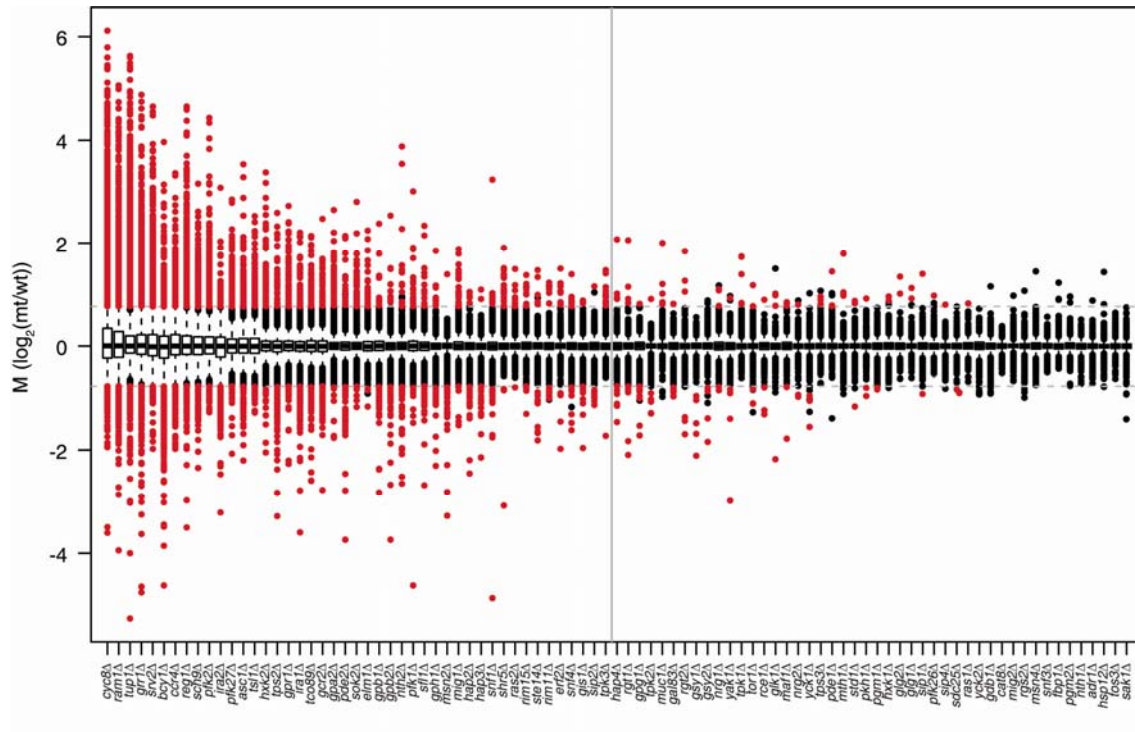

Activity profiles of all deletion strains

Activity profiles are ranked as box-whisker plots showing fold changes (vertical axis) with significantly changing genes ($p < 0.01$, $FC > 1.7$) as red dots and unresponsive genes as black dots. Dashed grey lines indicate 1.7-fold change. The solid grey line is the threshold for distinguishing deletions with significant gene expression profiles (≥ 12 genes changing) versus deletions that behave similar to WT (< 12 genes changing). This threshold is based on the maximum number of transcript changes observed in the 56 WT gene expression profiles, excluding mitochondrial genes and transposable element genes.

Supplementary Figure 2

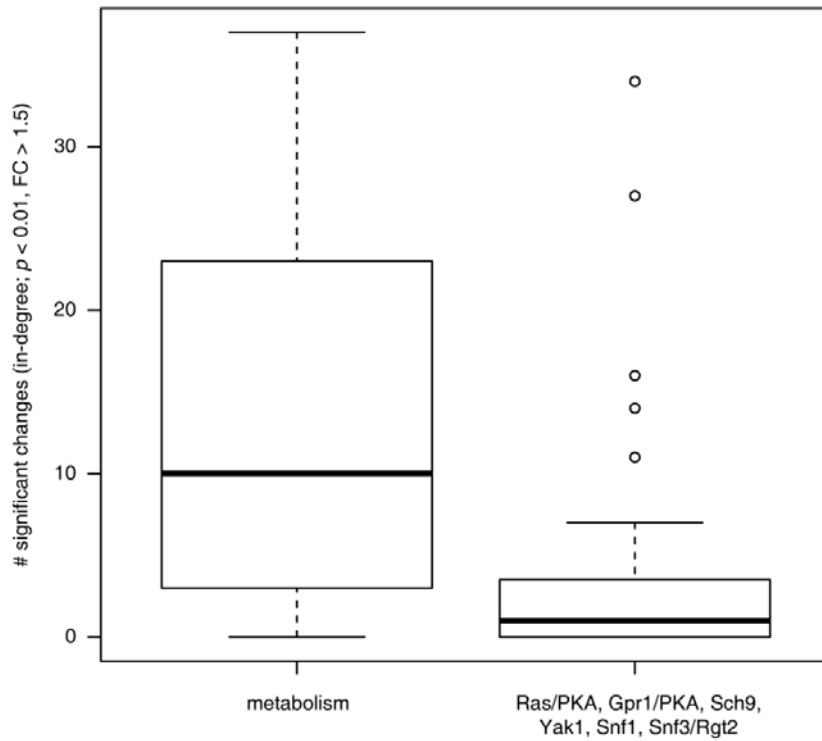

Transcription of metabolic pathway members significantly changes more frequently than transcription of signalling pathway members

Box-whisker plots depicting the number of mutants in which the transcription of members of the metabolic pathways (left) and the six signalling pathways (right) is significantly changed ($p < 0.01$ and $FC > 1.5$). Both distributions significantly differ from each other (Wilcoxon rank-sum test, $p = 6.0E-6$).

Supplementary Figure 3

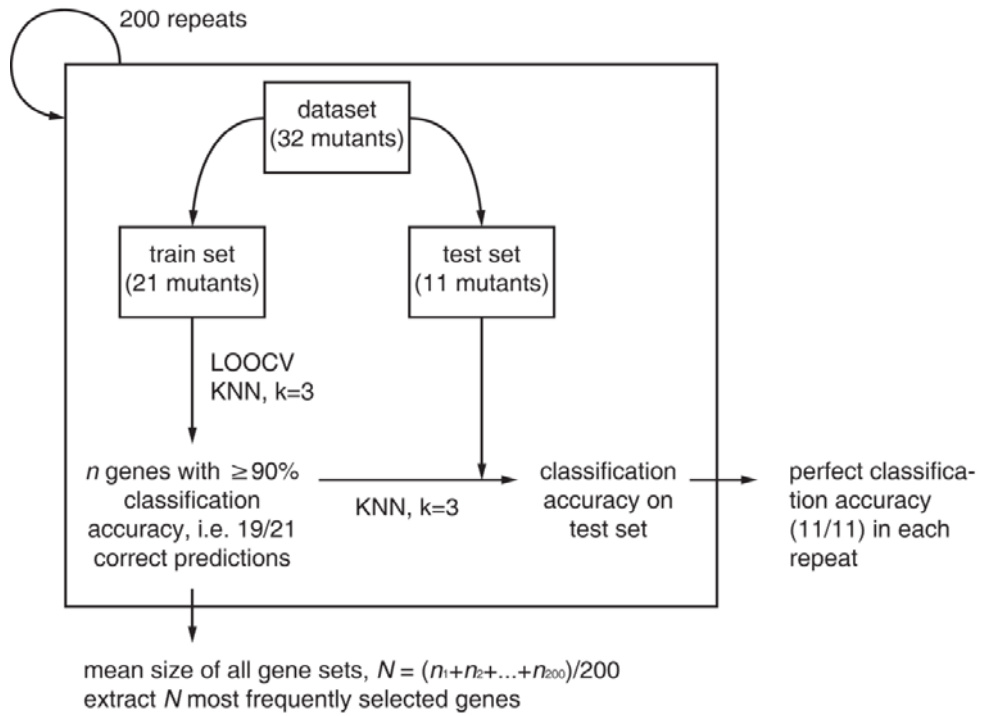

Schematic overview of the classification like procedure used to derive the glucose gene signature

Supplementary Experimental Procedures

All protocols related to DNA microarray expression profiling are also available from ArrayExpress (<http://www.ebi.ac.uk/microarray>) [1] with the accession numbers as indicated in the relevant sections.

Data availability

Raw data and normalised gene expression profiles are available from ArrayExpress (accession numbers E-TABM-1210 [deletion mutants]; E-TABM-1211 [glucose WT time-course]) and from GEO (accession number GSE33099 [deletion mutants and glucose WT time-course]). Expression ratios ($\log_2$ FC) and p values of all profiles are also available as text-files (del_mutants_data.txt; time-course_data.txt) that can be downloaded from the supporting website (http://www.holstegelab.nl/publications/glucose_regulatory_system/). The expression changes on individual genes can also be viewed after installing Java Treeview [2] (<http://jtreeview.sourceforge.net/>), downloading the zipped TreeView files (del_mutants_treeview.zip; time-course_treeview.zip) available from the supporting website, extracting the files and opening the .cdt file. When viewing the data, individual strains and transcripts can be found quickly using the “Find” function.

Yeast Strains

All strains are isogenic to S288c, BY4742 [3]. The selection of glucose signaling components was manually curated from literature, resulting in 91 viable deletion strains. Haploid MAT α gene deletion strains were initially obtained as two separate copies from the deletion collections Euroscarf (Frankfurt, Germany) or Open Biosystems (Huntsville, USA). Different problems, detailed below, were encountered for 16 strains in the collection. These were re-made. New deletion mutants were constructed using the kanamycin cassette from pFA6a-kanMX6 [4]. All strains used are described in Supplementary Table 1.

Quality control on strains from the deletion collection

In 16 strains from the collection, the gene expression profiles revealed different defects, annotated in the strain list in Supplementary Table 1. Note that such defects may be common to all copies of the collection but could also have arisen due to our handling of these strains. All these strains were re-made. Three different types of defects were encountered and are described below. All 91 strains selected for expression profiling passed our quality control criteria.

Incorrect deletion

In some deletion strains the supposed deleted gene was not obviously downregulated. This is usually due to already low expression in WT. In all such cases the deletion strain was checked by two PCRs, one using two primers outside the presumed deleted gene and another using one primer outside the gene and the other primer in the middle of the marker. PCR reactions were positive for four strains and the gene expression profiles were kept. Six deletion strains did not have the desired gene deleted and were subsequently re-made and re-profiled.

Aneuploidy

Aneuploidy is revealed in the gene expression profiles by analysis of expression changes in the context of chromosome location, one of the standard quality controls (QCs) performed on all gene expression profiles. Expression profiling revealed aneuploidy in three deletion mutants in the collection, sometimes as part of a chromosome, sometimes with one or more complete chromosomes involved. Aneuploid mutants were re-made and re-profiled.

Spurious mutations

Four deletion strains passed the QC criteria of correct deletion and no aneuploidy but had surprising gene expression profiles in light of what was previously known about the knockout gene. These were re-made and re-profiled.

Yeast growth for expression profiling

During this study the protocol for yeast growth was optimized to grow more mutants at the same day in a less labour intensive way. Two slightly different protocols for yeast growth were thus used in this study. These protocols only differed in culture volume and equipment. Detailed comparative analysis of the same mutants grown with both protocols revealed no difference in expression. Both protocols are described below. For strains grown in the Tecan platereader, an automated method for RNA purification was used.

Yeast growth for expression profiling in Erlenmeyers (1) (ArrayExpress accession PUMCU-36)

Strains were streaked from -80°C stocks onto plates and grown for 3-5 days depending on growth rate. Liquid cultures were inoculated with independent colonies and grown overnight in Synthetic Complete (SC) medium: 2gr/l Drop out mix Complete and 6.71gr/l Yeast Nitrogen Base without AA, Carbohydrate & w/AS (YNB) from US Biologicals (Swampscott,

USA) with 2% D-glucose. Overnight cultures were diluted to an OD₆₀₀ of 0.15 in 60 ml fresh medium and grown at 30°C, 230 rpm shaking incubator, 250 ml Erlenmeyer flasks. Growth curves were made for the mutant cultures (two cultures from two isolates) as well as for two WT inoculates, grown in parallel. Mutant and WT cells were harvested by centrifugation (4000 rpm, 3 min) at mid-log phase at an OD₆₀₀ of 0.6, and pellets were immediately frozen in liquid nitrogen after removal of supernatant. No more than four cultures were harvested simultaneously to decrease processing time. Note that OD₆₀₀ measurements of cells are spectrophotometer dependent. OD₆₀₀ 0.6 (± 0.1) corresponds to early mid-log phase for these cultures. It is essential to harvest at an OD₆₀₀ that corresponds to early mid-log phase for WT cultures. High resolution time-course analysis of the entire growth curve showed that early to mid-log phase represents the window during which WT gene expression profiles are identical along the growth curve. WT cultures start showing significant changes in gene expression (after mid-log phase) long before growth slows down (see also [5]). Adherence to a strict early mid-log OD₆₀₀ of 0.6 window for harvesting is particularly important for (a minority of) mutants that have significantly slower growth compared to WT, since for some of these mutants, OD₆₀₀ of 0.6 is further along their relative growth curve. Problems associated with this are overcome if all mutants are harvested at an OD₆₀₀ that represents early mid-log for WT cultures.

Yeast growth for expression profiling in Tecan platereader (2) (ArrayExpress accession P-UMCU-50)

Strains were streaked from -80°C stocks onto plates and grown for 3-5 days depending on growth rate. Liquid cultures were inoculated with independent colonies and grown overnight in Synthetic Complete (SC) medium: 2gr/l Drop out mix Complete and 6.71gr/l Yeast Nitrogen Base without AA, Carbohydrate & w/AS (YNB) from US Biologicals (Swampscott, USA) with 2% D-glucose. Overnight cultures were diluted to an OD₆₀₀ of 0.15 in 1.5 ml fresh medium and grown at 30°C in a 24 well plate in a Tecan Infinite F200 under continuous shaking. Growth curves were made for the mutant cultures (two cultures from two isolates) as well as for two WT inoculates, grown in parallel. Mutant and WT cells were harvested by centrifugation (6100 rpm, 3 min) at mid-log phase at an OD₆₀₀ of 0.6, and pellets were immediately frozen in liquid nitrogen after removal of supernatant.

Yeast growth for expression profiling the glucose WT time-course (ArrayExpress accession P-UMCU-47)

For expression profiling the glucose WT time-course, two overnight WT cultures were used to inoculate 50 ml cultures at an OD₆₀₀ of 0.15. These were depleted of glucose by growing

for 24 hours and were used the next day to inoculate 500 ml cultures in fresh medium to an OD₆₀₀ of 0.15. Samples for expression profiling were taken immediately after, as well as 3, 7.5, 15, 30, 60, 110, 150, and 300 minutes after inoculation into fresh medium.

Experimental design

Two channel microarrays were used. RNA isolated from a large amount of WT yeast from a set of cultures was used as a common reference. This common reference was used in one of the channels for each hybridisation and used in the statistical analysis to obtain an average gene expression profile for each deletion mutant relative to the WT. Two independent cultures were hybridised on two separate microarrays. For the first hybridisation the Cy5 (red) labelled cRNA from the deletion mutant is hybridised together with the Cy3 (green) labelled cRNA from the common reference. For the replicate hybridisation, the labels are swapped. Each gene is represented twice on the microarray, resulting in four measurements per mutant. Using the Erlenmeyer growth protocol up to five deletion strains were grown on a single day. In the Tecan platereader, up to eleven deletion strains could be grown on a single day. WT cultures were grown parallel to the deletion mutants to assess day-to-day variance. For the glucose WT time-course, WTs harvested at different time points were compared against time point zero.

DNA microarrays (ArrayExpress accession A-UMCU-10)

DNA microarray slides containing 70-mer oligonucleotides from the Operon® Array-Ready Oligo Set v1.1 (Operon biotechnologies, Huntsville, USA) were printed using the following protocol (ArrayExpress accession P-UMCU-34). Oligos are resuspended and adjusted to 10 µM in 150 mM phosphate buffer, pH8.5 in Genetix 384-wells plates. Array production is done using a Biorobotics MicroGrid II spotter located in a dust-free, temperature- and humidity-controlled cleanroom (ISO7/downflow ISO5), 18°C, 48% humidity. Slide (CodeLink Activated Slides, SurModics, USA) postprocessing is carried out according to the following CodeLink protocol. Printed slides are kept at 20°C, 75% humidity for 24 hours. Residual reactive groups are blocked using pre-warmed blocking solution (50 mM ethanolamine, 0.1 M Tris (pH 9) at 50°C for 30 min; slides are rinsed thoroughly with milliQ water; slides are washed with 4x SSC, 0.1% SDS (pre-warmed to 50°C) for 30 min at 50°C on a shaker. Slides are rinsed with milliQ water, dry-centrifuged and stored desiccated at room temperature. Each gene probe is spotted twice on the array, which contain an additional 2838 control features for external control normalisation and quality control [6].

RNA extraction (ArrayExpress accession P-UMCU-37 and P-UMCU-51).

Total RNA was prepared by phenol extraction and cleaned up using Qiagen's RNeasy kit or on a customized Sciclone ALH 3000 Workstation. Frozen cells (-80°C) were resuspended in 500 µl Acid Phenol Chloroform (Sigma, 5:1, pH 4.7). Immediately an equal volume of TES-buffer (TES: 10 mM Tris pH 7.5, 10 mM EDTA, 0.5% SDS) was added. Samples were vortexed very hard for 20 seconds and incubated in a water bath for 10 minutes at 65°C and vortexed again. Samples were placed in a thermomixer (65°C, 1400 rpm) for 50 minutes. Samples were spun down for 20 minutes at 14000 rpm at 4°C. Phenol extraction was repeated once, followed by a Chloroform:Isoamyl-alcohol (25:1) extraction. RNA was precipitated with Sodium Acetate (NaAc 3M, pH 5.2) and ethanol (96%, -20°C). Pellet was washed with Ethanol and dissolved in sterile water (MQ), snapfrozen and stored at -80°C.

RNA purification for growth in Erlenmeyers (ArrayExpress accession P-UMCU-37)

RNA purification was performed using Qiagen's RNeasy kit using the following protocol.

- Take 50 µg total RNA
- Adjust volume to 300 µl with MQ
- Add 160 µl RLT buffer
- Add 240 µl 96% ethanol, mix by pipetting and directly apply to the RNeasy column
- Centrifuge 8000 rpm 15 sec
- Add 350 µl buffer RW1
- Centrifuge 8000 rpm 15 sec
- Add 10 µl DNase to 70 µl RDD buffer and apply to the column, incubate 15 min at room temperature
- Add 350 µl buffer RW1
- Centrifuge 8000 rpm 15 sec
- Add 500 µl RPE buffer
- Wait 1 minute and centrifuge 8000 rpm 15 sec
- Add 500 µl RPE buffer
- Wait 1 minute and centrifuge 8000 rpm 15 sec
- Discard flow-through and centrifuge 10,000 rpm 2 min
- Transfer column to a 1.5 ml tube
- Add 35 µl MQ
- Wait for 4min and centrifuge 10,000 rpm 1 min
- Add the same 35 µl MQ
- Wait for 4min and centrifuge 10,000 rpm 1 min

- Transfer eluate to a new tube as some column material may stick to the bottom of your tube
- Measure concentration (dilute 50 times (4 µl in 196 µl)) + bioanalyser (50 ng)
- Directly make 1 aliquot of 30 µl with a concentration of 0.6 µg/µl
- Measure the concentration of this aliquot again (4 µl in 96 µl MQ); must be 0.6 µg/µl.
- Adjust or remake if necessary
- Split into 2 aliquots of > 10 µl each
- Freeze in liquid N₂ and store at -80°C

RNA purification for growth in Tecan platereader (ArrayExpress accession P-UMCU-51)

Following protocols were automatically performed on a customized Sciclone ALH 3000 Workstation (Caliper LifeSciences) that included a PCR PTC-200 (Bio-Rad Laboratories), SpectraMax 190 spectrophotometer (Molecular Devices), and a magnetic bead-locator (Beckman).

RNA clean-up protocol description:

- Concentration of all RNAs is measured by diluting 5 µl RNA on the SpectraMax
- 12.5 µl DNaseI dilution (RNase-free DNase kit, Qiagen, nr 79254, diluted 1:5 in RDD) is mixed with remaining 87.5 µl RNA-solution and incubated at 18°C for 15 minutes
- RNA is purified and concentrated with RNAClean (Agencourt, Beckman) according to manufacturer's protocol, to an end volume of 25 µl
- 4 µl cleaned RNA is diluted and measured on the SpectraMAX, concentrations are normalised to 0.2 µg/µl in each well
- 5 µl of cleaned and normalised RNA is used to set up a startplate for RNA amplification.
- 1 µl of cleaned and normalised RNA is used to check integrity by running on a QiaXcel system.
- All plates are snap-frozen and stored at -80°C until further use.

External controls

External control poly-A⁺ RNAs were added in equimolar amounts to the total RNA to enable monitoring of global changes in mutants [6]. Constructs containing *Bacillus subtilis* genes (*ycxA*, *yceG*, *ybdO*, *ybbR*, *ybaS*, *ybaF*, *ybaC*, *yack* and *yabQ*) cloned between the *Xba*I and

*Bam*HI sites in pT7T3 (Amersham Pharmacia Biotech) were made, with an additional 30-nucleotide poly(A) sequence between the gene and the *Xho*I site. For making RNA, plasmids were digested with *Xho*I for use in *in vitro* transcription reactions using MEGAscript-T7 (Ambion).

RNA amplification and labelling (ArrayExpress accession P-UMCU-38)

All RNA amplification and labelling procedures are performed in 96 wells plates (4titude, Bioke) on a customized Sciclone ALH 3000 Workstation (Caliper LifeSciences) that included a PCR PTC-200 (Bio-Rad Laboratories), SpectraMax 190 spectrophotometer (Molecular Devices), and a magnetic bead-locator (Beckman).

RNA amplification

For RNA amplification, total RNA samples were diluted to 0.6 µg/µl (growth in Erlenmeyers) or 0.2 µg/µl (growth in Tecan platereader) and 5 µl is put in a 96-wells plate (Abgene).

All subsequent steps were performed by the following robot script:

- Mix1 containing 100 ng T7 Mlu VN primer (custom mix) and external control RNA per 5 µl is added and mixed in each well. Plate is incubated at 70°C for 10 minutes and cooled to 48°C.
- Mix2 containing 4 µl 5x 1st strand buffer, 2 µl 0.1 M DTT (Invitrogen), 1 µl RNase Inhibitor (Boehringer), 1 µl 20 mM dNTPs (GE Healthcare), 1 µl linear acrylamide, and 1 µl SuperScriptIII (Invitrogen) per sample is pre-warmed to 48°C; 10 µl per sample is added and mixed in each well.
- Plate is incubated at 48°C for 2 hours and cooled to room temperature.
- 106 µl water and subsequently mix3 containing 15 µl second strand buffer, 3 µl 20mM dNTPs (GE Healthcare), 1 µl T4 DNA ligase, 4 µl E.coli DNA polymerase I and 1µl RNaseH (Promega) is added and mixed in each well.
- Plate is incubated at 16°C for 2 hours, at 65°C for 10 minutes. ds cDNA product is purified and concentrated with RNAClean (Agencourt, GC biotech) according to manufacturers' protocol, to an end volume of 25 µl.
- 8 µl cDNA is put in a 96 wells plate and mixed with 12 µl IVT mix containing 2 µl 10x rxn-buffer, 2 µl of each ATP, CTP, GTP, 0.6 µl UTP, 2 µl T7 enzyme mix (MegaScript kit, Ambion, Applied Biosystems), and 2.1 µl 50 mM 5-(3-aminoallyl)-UTP (Ambion, Applied Biosystems).

- Plate is incubated at 37°C for 4 hours. cRNA product is purified with RNAClean (Agencourt, Beckman) according to manufacturer's protocol.
- Concentration is measured (SpectraMax 190) and adjusted to 600 ng/μl. Resulting cRNA plates are sampled for Bioanalyzer QC, snapfrozen and stored at -80°C.

Labelling

- NHS-ester Cy3 or Cy5 dye (Amersham PA 23001 and 25001): entire tube is resuspended in 100 μl DMSO (Merck 8.02912.10).
- 8 μl of each cRNA sample (0.6 μg/μl) is put in a 96-wells plate (Abgene), the accompanying reference sample is put in the next column (final step combines Cy3 and Cy5 labelled material).
- 3 μl 0.5 M Sodium Bicarbonate buffer, pH 9 is added and mixed to all wells.
- 3 μl Cy-dye solution is added and mixed to the appropriate wells, plate is incubated at 18°C for 1 hour.
- 4.5 μl 5 M hydroxylamine is added and mixed, incubated at 18°C for 15 minutes. Labelled cRNA product is purified with RNA Clean (Agencourt, GC biotech) according to manufacturers' protocol.
- RNA concentration and labelling incorporation are measured (SpectraMax 190).
- 2.5 μg of each labelled sample and reference cRNA are pooled and subjected to fragmentation according to protocol (Ambion, Applied Biosystems), 15 minutes at 70°C. Samples are stored at -20°C until hybridisation.

Hybridisation (ArrayExpress accession P-UMCU-39)

2.5 μg of each labelled sample in a total volume of 60 μl is combined with 60 μl 2xhybmix, containing 50% formamide, 10xSSC, 0.2% SDS, 200 μg/ml herring sperm DNA. The hybridisations were performed for 16 hours at 42°C in a HS4800Pro hybstation (Tecan, Männedorf, Switzerland) as detailed below. Hybridisation and scanning were performed in a temperature- and humidity-controlled laboratory in a low ozone atmosphere.

- 60 μl labelled sample is combined with 60 μl 2x-hybmix, containing 50% formamide, 10xSSC, 0.2% SDS, 200 μg/ml herring sperm DNA
- Hybridisations of spotted oligo-arrays (Codelink glass) are performed on an HS4800Pro Hybstation (Tecan, Männedorf, Switzerland).
- Priming: 5xSSC, 0.1%SDS.
- Probe injection: pre-hyb, 5xSSC, 25% formamide, 0.1%SDS, 1%BSA, total volume 110 μl.

- Hybridisation: 45 min at 42°C.
- Wash 2x: milliQ.Wash: 5xSSC, 0.1%SDS.
- Probe injection: sample. Volume 110 µl.
- Hybridisation: 16 hours at 42°C.
- Wash 2x: 1xSSC, 0.2%SDS at 23°C.
- Wash 2x: 0.1xSSC, 0.2%SDS at 23°C.
- Wash 2x: 0.1xSSC at 23°C.
- Drying: blow with nitrogen for 3 minutes at 30°C.

Scanning and image analysis

Slides were scanned using a G2565AA scanner (Agilent, California, USA) at 100% laser power and 30% PMT (ArrayExpress accession P-UMCU-40). After scanning, the intensities for the Cy5 (Red) and Cy3 (Green) channels were automatically extracted using the batch-processing module in ImaGene 8.0.1 (Biodiscovery, California, USA) (ArrayExpress accession P-UMCU-42). For spot finding a local flexibility of 2.0 pixels was used. For segmentation the following settings were used: background buffer: 3.0; background width: 3.0; signal percentages: 3% (low), 97% (high); background percentages: 3% (low), 97% (high). Measurements exported: mean, median, total, standard deviation and area of the foreground and background signals. Batch editor configuration files are available upon request.

Microarray quality control

Each hybridisation performed within this project was subjected to a number of quality controls. Some of these are based on the data from one single hybridisation, while others are based on comparing data from one single hybridisation against the WT grown in parallel.

Quality controls for a single hybridisation

For each hybridisation a quality report was generated that contained a number of quality controls. For all of these quality controls either raw non-background corrected mean intensity values were used, or data normalised on all gene probes using the print-tip LOESS [7] algorithm (*marray* R package version 1.20.0) with a window span of 0.4 and excluding genes with nearly saturated signals (i.e. mean intensity > 215) for the loess curve estimation was used. The following plots are generated:

- Spatial distribution plot of all Signal-to-Noise ratios (SNR) according to the position on the microarray for the red and green raw intensity values. SNRs are binned

according to the number of standard deviations that the mean intensity signal is above the background and plotted using different colours; $SNR < 2$: black; $2 \leq SNR \leq 3$: red; $3 \leq SNR < 4$: orange; $SNR \geq 4$: yellow.

- Spatial distribution plot of all M ($\log_2(R/G)$) ratios according to the position on the microarray for both raw and normalised data.
- MA plot ($\log_2(R/G)$ vs. $0.5 \cdot \log_2(R \cdot G)$) for both raw and normalised data. For each data type three different MA plots were generated, one containing all probes present on the microarray, one containing all gene probes present on the microarray and one containing all quality controls and external control probes present on the microarray.
- Spatial distribution plot of local background intensity values according to the position on the microarray for the red and green channels. Local background intensity values are binned relative to the average background intensity of the entire microarray; background $> 2.1 \cdot \text{average}$: black; $1.7 \cdot \text{average} < \text{background} \leq 2.1 \cdot \text{average}$: red; $1.3 \cdot \text{average} < \text{background} \leq 1.7 \cdot \text{average}$: orange; background $< 1.3 \cdot \text{average}$: yellow.
- Histograms of the distribution of raw red and green intensities and raw M ratios.
- Chromosomal location plot of all normalised M ratios according the chromosomal position of the gene represented by the probe on the microarray.
- Histograms of the distribution of normalised M ratios per chromosome. Individual histograms are coloured red if the chromosome-specific M is significantly larger than the average M over all chromosomes by at least 0.15; green if they are similarly smaller and yellow otherwise. Significant in this case means an average Benjamini-Hochberg FDR corrected p value of $< 10^{-6}$. In addition to the visual quality controls described above, a number of numerical quality measures were calculated for each hybridisation as proposed by [8]. Each probe present on the microarray was classified as good, marginal or bad depending on the calculated quality measures for the raw intensity values. Good spots have the following characteristics: $SNR \geq 4$; background flatness ≥ 6 ; signal consistency ≥ 1.1 ; foreground signal $>$ background signal. Bad spots have the following characteristics: $SNR \leq 2$; background flatness ≤ 4 ; signal consistency ≤ 0.9 ; foreground signal $\leq$ background signal (black hole). Background flatness is calculated by comparing the background intensity of a probe to the mean background intensity of the sub grid. Signal consistency is calculated from the signal coefficient of variation. An overall percentage of good marginal and bad spots for the gene and control probe groups is reported and judged (also relative to other hybridisations within the project, see Quality controls for entire project).

Quality controls for the entire project

To assess the performance of individual hybridisations within this project, hybridisations were ranked according to the percentage of good gene probes. Individual hybridisations for deletion mutants with fewer than 93% good gene probes were considered outliers and were removed. Each deletion mutant gene expression profile was compared against the gene expression profile of the WT grown in parallel to ensure that the effect that we observe in the deletion mutant is specific for the deletion mutant and is not present in the WT grown in parallel. If a significant overlap was found between the significantly regulated genes in the deletion mutant and the WT grown in parallel as determined by a hypergeometric test ($p < 0.01$), the hybridisations for the deletion mutant were removed. Using the quality controls mentioned, individual hybridisations for the deletion mutants were assessed for their data quality. If a hybridisation showed an irregular pattern in any of the visual quality control plots due to for instance air bubbles, scratches on the surface, dust, minor printing defects, uneven spread of the hybridisation solution or low RNA amounts; had a relatively low percentage of good spots or had a significant overlap with the WT grown in parallel, the hybridisation was excluded from further analysis and the RNA for the deletion mutant was re-hybridised if it seemed like the deletion mutant would result in a significant gene expression profile.

Data normalisation (ArrayExpress accession P-UMCU-43)

Microarray data normalisation was performed on mean intensity values using print-tip LOESS as described in (Yang et al., 2002) and implemented in the *marray* R package version 1.20.0, using no background subtraction and a window span of 0.4. Probes flagged as absent, or with a (nearly) saturated signal (*i.e.* $> 2^{15}$) in either channel were not considered for the estimation of the LOESS curve. Gene-specific dye bias (GSDB) is not addressed by LOESS, and was corrected only in the deletion mutant dataset using Gene-And Slide-Specific Correction (GASSCO) [9] implemented in the R package *dyebias* version 1.4.3. The total GSDB is expressed as the product of two factors: an intrinsic gene specific dye bias (*iGSDB*), and the slide bias *F*. The *iGSDB* is estimated as the average *M* (*i.e.* $\log_2(\text{Cy5}/\text{Cy3})$) in a set of 200 WT vs. WT hybridisations (ArrayExpress accession E-TABM-773). The *iGSDBs* are estimated only once for one set of probes and protocols, and were used for all slides. The slide bias *F* was estimated for each hybridisation separately, using two groups of probes, having the strongest red or green biases, defined as those with an *iGSDB* in the top and bottom 5th percentiles of *iGSDBs*, respectively. The slide bias is the mean of the red and green probe group's median (*M* / *iGSDB*)-ratio.

Statistical analysis of gene expression profiles

For each deletion mutant the replicate hybridisations from two independent cultures were compared to the WT cultures grown on the same day in parallel and a pool of 200 WT replicates [10] grown throughout the project through a common reference. Due to a change in the shaker used for yeast growth during this project, two different WT pools were constructed. *P* values were obtained from the *limma* R package version 2.12.0 [11] after Benjamini-Hochberg FDR correction. Genes were considered significantly changed when the fold change (FC) was > 1.7 and the *p* value < 0.01 . Transposable elements and mitochondrial genes were excluded from further downstream analysis, as well as YDL196W, since it is frequently upregulated indicating that expression of this gene was downregulated in the common reference WT culture, likely due to a spurious mutation. For determining which deletion mutants have a significant effect on mRNA expression levels, all deletion mutants and the 56 WT cultures grown in parallel were ranked by the number of significantly changing genes. No WT had twelve or more genes changing and based on this the deletion mutants were classified into two groups: profiling (≥ 12 genes changing) and non-profiling (< 12 genes changing). R (template) scripts for running the *limma* statistical analysis are available upon request.

For the glucose WT time-course, replicate hybridisations from two independent WT cultures at different time points were compared to the same cultures at time point 0 using the *limma* R package as described above. As for the deletion mutant dataset, transposable elements, mitochondrial genes, and YDL196W were excluded.

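On the arrays, 19 probes of the mitochondrial genome and 26 probes of transposable elements were identified by name, and YDL196W was not among the named genes. With the 0 min array of culture a turned, 5 of the transposable element probes would have been called higher and 2 lower at 30 min, and 1 mitochondrial probe lower. As labelled 1 transposable element probe would have been called higher. A further 1062 probes carry no gene name in the tables used here and were left out of the tests. Of these, 125 were higher and 178 lower at 30 min with the array turned, and 10 higher and 16 lower as labelled.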

References

1. Parkinson H, Sarkans U, Shojatalab M, Abeygunawardena N, Contrino S, Coulson R, Farne A, Lara GG, Holloway E, Kapushesky M, Lilja P, Mukherjee G, Oezcimen A, Rayner T, Rocca-Serra P, Sharma A, Sansone S, Brazma A: **ArrayExpress--a public repository for microarray gene expression data at the EBI**. *Nucleic Acids Res* 2005, **33**:D553-555.
2. Saldanha AJ: **Java Treeview—extensible visualization of microarray data**. *Bioinformatics* 2004, **20**:3246 -3248.
3. Winzeler EA, Shoemaker DD, Astromoff A, Liang H, Anderson K, Andre B, Bangham R, Benito R, Boeke JD, Bussey H, Chu AM, Connelly C, Davis K, Dietrich F, Dow SW, El Bakkoury M, Foury F, Friend SH, Gentalen E, Giaever G, Hegemann JH, Jones T, Laub M, Liao H, Liebundguth N, Lockhart DJ, Lucau-Danila A, Lussier M, M'Rabet N, Menard P, et al.: **Functional Characterization of the *S. cerevisiae* Genome by Gene Deletion and Parallel Analysis**. *Science* 1999, **285**:901 -906.
4. Longtine MS, McKenzie III A, Demarini DJ, Shah NG, Wach A, Brachet A, Philippsen P, Pringle JR: **Additional modules for versatile and economical PCR-based gene deletion and modification in *Saccharomyces cerevisiae***. *Yeast* 1998, **14**:953-961.

5. Radonjic M, Andrau J-C, Lijnzaad P, Kemmeren P, Kockelkorn TTJP, van Leenen D, van Berkum NL, Holstege FCP: **Genome-Wide Analyses Reveal RNA Polymerase II Located Upstream of Genes Poised for Rapid Response upon *S. cerevisiae* Stationary Phase Exit.** *Molecular Cell* 2005, **18**:171-183.
6. van de Peppel J, Kemmeren P, van Bakel H, Radonjic M, van Leenen D, Holstege FCP: **Monitoring global messenger RNA changes in externally controlled microarray experiments.** *EMBO Rep* 2003, **4**:387-393.
7. Yang YH, Dudoit S, Luu P, Lin DM, Peng V, Ngai J, Speed TP: **Normalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variation.** *Nucleic Acids Res* 2002, **30**:e15-e15.
8. Chen Y, Kamat V, Dougherty ER, Bittner ML, Meltzer PS, Trent JM: **Ratio statistics of gene expression levels and applications to microarray data analysis.** *Bioinformatics* 2002, **18**:1207 -1215.
9. Margaritis T, Lijnzaad P, van Leenen D, Bouwmeester D, Kemmeren P, van Hooff SR, Holstege FCP: **Adaptable gene-specific dye bias correction for two-channel DNA microarrays.** *Mol. Syst. Biol* 2009, **5**:266.
10. van Wageningen S, Kemmeren P, Lijnzaad P, Margaritis T, Benschop JJ, de Castro IJ, van Leenen D, Groot Koerkamp MJA, Ko CW, Miles AJ, Brabers N, Brok MO, Lenstra TL, Fiedler D, Fokkens L, Aldecoa R, Apweiler E, Taliadouros V, Sameith K, van de Pasch LAL, van Hooff SR, Bakker LV, Krogan NJ, Snel B, Holstege FCP: **Functional Overlap and Regulatory Links Shape Genetic Interactions between Signaling Pathways.** *Cell* 2010, **143**:991-1004.
11. Smyth GK, Michaud J, Scott HS: **Use of within-array replicate spots for assessing differential expression in microarray experiments.** *Bioinformatics* 2005, **21**:2067-2075.

How the deposited data were processed for this re-analysis (not part of the article)

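RNA from 2 independent wild-type cultures of Saccharomyces cerevisiae, taken at 9 times from 0 to 300 min after glucose-depleted cells entered fresh medium with glucose, was hybridised on 18 two-colour arrays against a common reference pool. The authors deposited the scanner output of each array, with mean intensities and background of the 2 channels for 15552 spots, and a table of normalised log2 ratios. According to the Methods, the authors scanned the arrays, quantified the spots as mean intensities in ImaGene, did not subtract background, and normalised the intensities by print-tip loess. The submitters' processing notes name limma 2.12.0. The median intensity of the gene spots was 709 to 1518 in Cy5 and 549 to 1209 in Cy3, between 97.9 and 99.3% of the gene spots were above the local background by 2 of its standard deviations in both channels, and duplicate spots correlated at 0.977 to 0.999. Between 277 and 509 gene spots of an array were above the saturation limit of 2 to the power 15.

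From the deposited intensities, log2 ratios were computed in R 4.3.3 with limma 3.58.1, by print-tip loess with a span of 0.4, no background correction, and control and saturated spots at weight 0 in the curve. Ratios were turned to sample over reference by the dye labels, and the 2 spots of a probe were averaged. The authors' deposited log2 ratios keep the direction and scale of these values, with slopes from 1.00 to 1.003 and column medians from -0.0142 to 0.043. What, if anything, was centred in that table beyond the loess is not given in the sources used here.

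Of 6388 gene probes, 5326 carry a gene name and 1062 none. Of the named ones, 5266 symbols were found in the reference table of gene names, 58 through an older symbol, and 2 were kept under the name given. For 12 genes with more than 1 probe the brighter probe was kept. The probes of some of them disagree, as for PRM7, with log2 fold changes of 1.41 (kept) and 0.033 at 30 min with the 0 min array of culture a turned, and for RPL35A, with 2.12 (kept) and 0.59. After leaving out 19 mitochondrial probes and 26 probes of transposable elements, 5269 genes were tested. Testing named probes only, the choice of the brighter probe, the list of transposable elements and the choice of the 6 bright external control probes were made after the data were examined.

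One linear model with a coefficient for each time was fitted over all 18 arrays with limma (lmFit, eBayes), which leaves 9 residual degrees of freedom, and each time was compared with 0 min and 300 min with 30 min. The thresholds of the Methods, a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.7, were used. Gene lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, two-sided, and adjusted over 33 lists, with an adjusted p under 0.05 as the threshold. Metabolic and signalling pathway members were compared with Fisher's exact test, two-sided. The model, the thresholds, the gene lists, the alternatives and the rule for the genes named were chosen before the data were examined, apart from those said to be chosen later. The rule names the members of the trehalose and glycogen lists and the genes marked as metabolism in Additional file 2. It also names, of each list described, up to 4 members past the thresholds with the largest change, and at 3, 30 and 300 min the 10 genes with the largest rise and the 10 with the largest fall among those past the thresholds with the same direction in both cultures. The mating type genes, the marker genes and YDL196W complete it. From these 297 genes and 33 lists, those described were picked after their values were seen, and the results over all of them are given in the closing section.

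Both 0 min arrays are labelled with the sample in Cy5, unlike the swapped labels at the later times, and their log2 ratios are opposite. The genes fixed by the genotype go against the labelled direction of the 0 min array of culture a, with 4.63 for the alpha-cell genes against a mean of -4.64 (SD 0.28) over the 16 later arrays. The design followed the labels, and no array was reassigned from measured values, so values as labelled come first and those with this array turned and left out beside them. With it turned, culture and dye cannot be separated, because every array of culture a then has the sample in Cy3. The cultures pair the arrays, as the Methods compare each time with the same cultures at 0 min. The main model holds no culture term, and the culture as a block was an alternative. From 3 min on culture a is always in Cy3 and culture b in Cy5, so the correlations that follow cannot tell culture from dye. The differences between the cultures correlated across genes between the times from 3 min on at 0.389 to 0.902 (median 0.617, 28 pairs of times), and between 0 min and the later times at -0.226 to 0.128 as labelled and 0.26 to 0.645 with the array turned.

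The model was tested on simulated data for 30 min against 0 min on 5269 genes. As labelled it recovered 31% of 100 genes changed 2-fold and 60% of 100 changed 4-fold, and with the array turned, at the same number of arrays, 81 and 99%. Each other gene had the same mean on all arrays with its fitted spread, so the opposite 0 min arrays were not simulated. These shares are not the recovery of the measured data. Alternatives tried were normexp with an offset of 50, 1 loess curve per array, a shift to the external controls, the authors' log2 ratios, a dye term, the culture as a block, both together, a filter on dim probes, spots kept apart, only the time points compared, a looser threshold, an estimated correlation and fry for the lists, and leaving out each array.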

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

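In this part the tests on the median of the external control spots and on the order of the cell cycle lists, the model with both 0 min arrays left out, and the choices combined with the 0 min array of culture a turned were chosen after the result was seen.

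Genes fixed by the genotype differed between the samples and the reference pool. The genes expressed in alpha cells had a mean log2 ratio of -4.64 over the 16 later arrays (SD 0.28), the a-cell genes 3.56 (SD 0.27) and LYS2, the lysine marker that is deleted in BY4742, 3.76 (SD 0.37), and the paper does not report them for the time-course. Samples and reference are both labelled BY4742, an alpha strain, while the sample titles give mating type a. A candidate explanation is that the samples come from a strain with the markers of BY4741, where MET17 is deleted, and MET17 had a mean log2 ratio of -4.89 over the 17 arrays other than the 0 min array of culture a (SD 0.27). These ratios place the reference pool higher in alpha-cell genes and MET17 and lower in LYS2, as BY4742 would be, and beyond the strain no biological explanation was tested.

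Histones and the proteasome are gene groups the paper does not discuss for the time-course. At 0 min the histones' mean log2 ratio to the reference was 1.23 in culture a as labelled and -0.81 in culture b, which nearly cancel. Their fall against 0 min as labelled is therefore close to their ratio to the reference pool, -1.92 at 3 min and -2.88 at 30 min. Histones were lower than at 0 min at 3 min, with a mean log2 fold change of -2.13 as labelled (3 of 8 genes lower, 5 adjusted over the list alone, adjusted p = 1.37e-05 from camera, adjusted p = 0.404 with an estimated correlation), and at 30 min, with -3.10 (5 of 8 lower, 8 adjusted over the list alone, adjusted p = 5.07e-10, adjusted p = 0.143 with an estimated correlation). With the 0 min array of culture a turned, the means were -0.90 and -1.87 (3 and 6 lower, 4 and 7 adjusted over the list alone, adjusted p = 0.00845 and 0.00117 from camera, adjusted p = 0.3 and 0.184 with an estimated correlation). Between 30 and 300 min they rose by 2.75 (4 of 8 higher as labelled and 8 with the array turned, 7 and 8 adjusted over the list alone, adjusted p = 2.53e-11 from camera, adjusted p = 0.11 with an estimated correlation), HTB1 and HHT2 among them, by 2.65 and 2.49 (standard error 0.22 and 0.15, adjusted p = 0.000102 and 2.8e-05 from limma). G1/S genes rose by 1.04 and G2/M and M/G1 genes by 1.05 (adjusted p = 0.00251 and 0.00139 from camera, 0 and 1 genes higher as labelled by limma, 0 and 2 adjusted over the list alone, with 2 and 3 higher at an unadjusted p under 0.05, and 14 and 13 with the array turned), with an adjusted p = 0.886 and 0.809 with an estimated correlation as labelled, and 0.169 and 0.0418 with the array turned. Each of these lists rose in both cultures.

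The median of the external control spots moved by -0.25 from 30 to 60 min, while the histones moved by 2.44. This cannot test a shift of whole arrays as the source of the histone rise, because the loess had already set each array's gene spots near 0. What it shows is that the level of all genes against the controls moved far less than the histones. That cells restart the cell cycle in step is a hypothesis that may account for the order of the lists, as the G1/S genes reached their highest mean at 60 min and the G2/M and M/G1 genes at 300 min. The G2/M and M/G1 genes were then 1.28 above their value at 60 min, against an SD of 0.04 between the cultures, and had nearly the same mean at 110 min, with -0.069. Their mean was -0.36 at 150 min and 0.0004 at 300 min, the last time sampled, which is the level of the reference pool. A list that only returned to the pool's level could also be highest late, so this order cannot test the hypothesis. No cell counts or DNA contents were used here, so other orders of events stay open.

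Between 30 and 300 min, 101 genes changed as labelled, 71 higher and 30 lower, against 803 with the array turned, 12 with the shift to the external controls, 157 with the culture as a block and 824 with both 0 min arrays left out, and the fold changes of the cultures correlated across genes, which are not independent replicates, at r = 0.94. The 2 times were compared directly in the model. Leaving out 1 of their 4 arrays left 25 to 33 genes as labelled and 720 to 809 with the array turned. The shift to the external controls gave its 12 genes as labelled, and 772 higher and 198 lower with the array turned. The fold changes between these times do not use the 0 min arrays, which enter only the estimated spread. Ribosome biogenesis genes fell by 0.63 on the log2 scale, a mean of -0.63 (3 lower as labelled, 11 adjusted over the list alone, 25 with the array turned, adjusted p = 2.04e-26 from camera, adjusted p = 0.132 with an estimated correlation). RNA polymerases I and III had a mean of -0.64 (1 of 19 lower, 2 adjusted over the list alone, 6 with the array turned, adjusted p = 3.15e-07 from camera, adjusted p = 0.413 with an estimated correlation). Proteasome genes had a mean of 0.74 (2 higher, 6 adjusted over the list alone, 15 with the array turned, adjusted p = 5.25e-14 from camera, adjusted p = 0.11 with an estimated correlation as labelled and 0.0033 with the array turned), after -0.74 at 3 min (0 lower by limma, 9 adjusted over the list alone, 22 at an unadjusted p under 0.05, adjusted p = 0.367 with an estimated correlation) and -0.82 at 30 min (4 lower, 8 adjusted over the list alone, adjusted p = 0.143 with an estimated correlation) against 0 min as labelled, where the array turned gave -0.37 and -0.44 with 4 and 5 lower, and -0.08 and 0.0017 under the shift to the external controls, which ended the call at 30 min (adjusted p = 0.0761 from camera). Cytosolic and mitochondrial chaperones had a mean of 1.01 (4 of 16 higher, 7 adjusted over the list alone, adjusted p = 5.2e-07 from camera, adjusted p = 0.0878 with an estimated correlation), with HSP82 at 2.00 and KAR2 at 1.94. Ergosterol biosynthesis had 0.88 (2 of 19 higher, 2 adjusted over the list alone, adjusted p = 0.00243 from camera, adjusted p = 0.856 with an estimated correlation), with ERG9, the squalene synthase, at 1.88. The phosphate regulon had -0.99 (2 of 10 lower, 3 adjusted over the list alone, adjusted p = 0.00137 from camera, adjusted p = 0.0878 with an estimated correlation), with PHO84, a phosphate transporter, at -2.39. Under that shift ribosome biogenesis had -0.41 and the RNA polymerases -0.42 between 30 and 300 min, and HTB1, HHT2, HSP82, KAR2, ERG9 and PHO84 did not pass as labelled (adjusted p = 0.0303, 0.0284, 0.0748, 0.0285, 0.047 and 0.0654 from limma). As labelled HSP82 missed the thresholds without any 1 of the 4 arrays (adjusted p from 0.0119 to 0.0163), and PHO84 without the 30 min array of culture b (adjusted p = 0.0118) or the 300 min array of culture a (adjusted p = 0.0105).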

How the results depend on the processing

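The alternatives with the 0 min array of culture a turned in addition to another choice, with the unnamed probes kept in the test and with both 0 min arrays left out were chosen after seeing the data, and so were the genes and lists described, among those the rule had fixed. A change of sign is given where either value passed its test. Counts moved by more than 1.5 times, values that changed sign, and the calls of the genes and lists described that ended or were added are given, the latter as counts for the estimated correlation, and the cause was not tested unless a sentence says so. Of 19 counts as labelled, turning the 0 min array of culture a moved 18 by more than 1.5 times, a culture block together with a dye term, which in effect leaves that array out, 18 and the shift to the external controls 13. Under normexp background correction and under the filter on dim probes, all 19 counts as labelled stayed within 1.5 times and the 42 means of the lists described kept their direction and side of the threshold, and of 45 values of genes 1 lost its call under the filter. Under the authors' deposited log2 ratios 1 count moved, and the means and genes kept theirs. For the array turned, the counts, list means and genes all stayed so under normexp, the filter, the authors' log2 ratios and the culture as a block. The estimated correlation ended the calls of 26 of the 42 list means as labelled and of 35 with the array turned, and 1 loess curve per array ended those of 2 lists and 10 genes as labelled. At least 97.9% of the gene spots of an array were above background in both channels, so signal limits few genes. A scan or print batch as a block was not run, since no such batch is given in the sources used here.

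As labelled, these values moved. With the ratios shifted to the external control spots, genes changed numbered 68 at 3 min, 87 at 7.5 min, 59 at 15 min, 58 at 30 min, 31 at 60 min, 7 at 110 min, 16 at 150 min, 4 at 300 min, and 12 between 30 and 300 min, signature-upregulated transcripts higher numbered 1 at 3 min and 1 at 30 min, signature-downregulated transcripts lower numbered 14 at 3 min, and gene lists called numbered 18 between 30 and 300 min. The mean of the signature-upregulated transcripts was -0.20 at 3 min, the mean of the signature-downregulated transcripts was -0.22 at 3 min, and Fisher's exact p for metabolic against signalling members was 0.036 at 3 min and 0.00914 at 30 min. With the culture as a block together with a dye term, genes changed numbered 1330 at 3 min, 1525 at 7.5 min, 1590 at 15 min, 1946 at 30 min, 2142 at 60 min, 2081 at 110 min, 2110 at 150 min, 2028 at 300 min, and 860 between 30 and 300 min, signature-upregulated transcripts higher numbered 165 at 3 min, 203 at 30 min and 117 at 300 min, signature-downregulated transcripts lower numbered 267 at 3 min, 322 at 30 min and 279 at 300 min, and gene lists called numbered 26 at 3 min, 28 at 30 min and 26 at 300 min. The mean of the signature-downregulated transcripts was -0.96 at 3 min, Fisher's exact p for metabolic against signalling members was 0.000569 at 3 min, 0.00975 at 30 min and 0.0277 at 300 min, the tRNA synthetases mean was 0.96 at 3 min and 1.34 at 300 min, the cytosolic ribosomal proteins mean was 0.43 at 3 min, 0.65 at 30 min and 0.91 at 300 min, the respiratory chain and ATP synthase mean was -1.6 at 3 min, the glycogen metabolism mean was -1.01 at 3 min, the general stress response mean was -1.28 at 3 min, SDH1 had -3.31 at 3 min, ATH1 had -2.15 at 30 min, HXT1 had 2.53 at 30 min, the histones mean was 0.74 at 300 min, the proteasome mean was 0.29 at 300 min, and TPS3 had 0.79 at 300 min. With the 0 min array of culture a turned, genes changed numbered 1349 at 3 min, 1542 at 7.5 min, 1599 at 15 min, 1950 at 30 min, 2164 at 60 min, 2109 at 110 min, 2111 at 150 min, 2033 at 300 min, and 803 between 30 and 300 min, signature-upregulated transcripts higher numbered 175 at 3 min, 211 at 30 min and 133 at 300 min, signature-downregulated transcripts lower numbered 254 at 3 min, 318 at 30 min and 282 at 300 min, and gene lists called numbered 26 at 3 min, 27 at 30 min and 26 at 300 min. The mean of the signature-downregulated transcripts was -0.94 at 3 min, Fisher's exact p for metabolic against signalling members was 0.00298 at 3 min, 0.00422 at 30 min and 0.0321 at 300 min, the correlation of the cultures across genes was 0.89 at 3 min, 0.92 at 30 min and 0.92 at 300 min, the tRNA synthetases mean was 1.11 at 3 min and 1.49 at 300 min, the cytosolic ribosomal proteins mean was 1.19 at 3 min, 1.41 at 30 min and 1.67 at 300 min, the respiratory chain and ATP synthase mean was -1.27 at 3 min, the glycogen metabolism mean was -1.10 at 3 min, the general stress response mean was -1.17 at 3 min, SDH1 had -3.35 at 3 min, ATH1 had -2.23 at 30 min, HXT1 had 2.70 at 30 min, the histones mean was 0.88 at 300 min, and the proteasome mean was 0.30 at 300 min. With the spots of a probe kept apart, genes changed numbered 562 at 3 min, 541 at 7.5 min, 388 at 15 min, 297 at 30 min, 128 at 60 min, 8 at 110 min, 14 at 150 min and 3 at 300 min, and signature-downregulated transcripts lower numbered 53 at 3 min and 58 at 30 min. Fisher's exact p for metabolic against signalling members was 0.0455 at 3 min and 0.0143 at 30 min. With only the 2 time points compared in the model, which leaves 2 residual degrees of freedom against 9, genes changed by limma numbered 0 at 3 min, 0 at 7.5 min, 0 at 15 min, 0 at 30 min, 0 at 60 min, 0 at 150 min, and 777 between 30 and 300 min, signature-upregulated transcripts higher numbered 0 at 3 min and 0 at 30 min, and signature-downregulated transcripts lower numbered 0 at 3 min and 0 at 30 min. With an adjusted p under 0.05 and no limit on the fold change, genes changed numbered 769 at 3 min, 753 at 7.5 min, 595 at 15 min, 586 at 30 min, 234 at 60 min, 9 at 150 min, and 345 between 30 and 300 min, signature-upregulated transcripts higher numbered 64 at 3 min and 74 at 30 min, and signature-downregulated transcripts lower numbered 68 at 3 min and 68 at 30 min. With a dye term alone, signature-upregulated transcripts higher numbered 28 at 3 min. With the culture as a replicate block, signature-upregulated transcripts higher numbered 31 at 3 min and 42 at 30 min, and genes changed numbered 9 at 150 min, and 157 between 30 and 300 min. With an estimated correlation in camera, gene lists called numbered 0 at 3 min, 0 at 30 min, 4 at 300 min, and 0 between 30 and 300 min. With 1 loess curve per array, genes changed numbered 2 at 110 min and 3 at 150 min. With the unnamed probes kept in the test, genes changed numbered 1 at 110 min, 3 at 150 min and 1 at 300 min. With the authors' deposited log2 ratios, genes changed numbered 2 at 150 min. With fry in place of camera, gene lists called numbered 3 at 300 min. With both 0 min arrays left out of the model, genes changed numbered 824 between 30 and 300 min. At an unadjusted p under 0.05 limma's models of only 2 time points held 138 genes at 3 min, 170 at 7.5 min, 119 at 15 min, 129 at 30 min, 71 at 60 min and 13 at 150 min, with 6 signature-upregulated transcripts higher and 21 signature-downregulated ones lower at 3 min, and 11 and 25 at 30 min. Each of these counts over all genes is fewer than such a p would give among 5269 genes with no change. Beside the 0 lists called by camera with an estimated correlation, 4 of 33 lists at 3 min, 5 at 30 min and 5 between 30 and 300 min had an unadjusted p under 0.05, and fry called 8, 10 and 8 lists. The culture as a replicate block also gave 123 genes higher at 15 min, 17 higher at 60 min and 58 lower between 30 and 300 min, ended the call of NOG1 at 3 min and changed no other call described here.

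Leaving out 1 array of the compared times in turn, as labelled, genes changed ranged from 50 to 3095 at 3 min, from 59 to 3027 at 7.5 min, from 47 to 2903 at 15 min, from 56 to 2745 at 30 min, from 10 to 2388 at 60 min, from 0 to 2111 at 110 min, from 0 to 2143 at 150 min, from 0 to 2154 at 300 min and from 25 to 33 between 30 and 300 min. The lowest came without the array of culture a at the later time, except at 7.5 min and between 30 and 300 min, where it came without the array of culture b at 7.5 and at 300 min. At 110 and 300 min it came without the array of either culture. From 3 to 60 min and between 30 and 300 min each of the 4 arrays left out moved the count by more than 1.5 times. Beside the counts of 0 from limma, 74 and 65 genes had an unadjusted p under 0.05 without the 110 min array of culture a and of culture b, 154 without the 150 min array of culture a, and 48 and 100 without the 300 min array of culture a and of culture b, where 5 and 8 signature-upregulated transcripts were higher and 6 and 11 signature-downregulated ones lower. Each of these unadjusted counts over all genes is fewer than such a p would give among 5269 genes with no change. Against 0 min the highest count of genes changed came without the 0 min array of culture b. The only 0 min array left is then that of culture a as labelled, which the genotype genes go against, so this count does not measure the response to glucose. Signature-upregulated transcripts higher ranged from 1 to 151 at 3 min, from 6 to 192 at 30 min and from 0 to 108 at 300 min, and signature-downregulated transcripts lower from 7 to 269, from 13 to 324 and from 0 to 285, with the highest without the 0 min array of culture a. Gene lists called ranged from 12 to 26 at 3 min, from 15 to 26 at 30 min and from 12 to 26 at 300 min. Where an array is left out, the lone array of its time is taken to vary like the others. The following values are given first without the 0 min array of culture b and then without that of culture a. The mean of the signature-upregulated transcripts was -0.29 and 0.77 at 3 min, -0.12 and 0.94 at 30 min, -0.29 and 0.77 at 60 min, and -0.45 and 0.61 at 300 min, the RNA polymerase I and III mean was -0.19 and 0.96 at 3 min, and -0.52 and 0.63 at 300 min, the tRNA synthetases mean was -1.94 and 0.93 at 3 min, -1.46 and 1.40 at 30 min, and -1.55 and 1.31 at 300 min, the cytosolic ribosomal proteins mean was -3.02 and 0.37 at 3 min, -2.80 and 0.59 at 30 min, and -2.54 and 0.85 at 300 min, HXT1 was -3.33 and 2.38 at 30 min, and -2.68 and 3.03 at 300 min, the ribosome biogenesis mean was -0.17 and 0.57 at 300 min, the histones mean was -1.36 and 0.67 at 300 min, the proteasome mean was -0.44 and 0.29 at 300 min, RPA190 was -0.77 and 1.17 at 300 min, and RRP1 was -1.79 and 2.14 at 300 min. In the next values the one without the 0 min array of culture a comes first. The mean of the signature-downregulated transcripts was -0.98 and 1.41 at 3 min, -1.47 and 0.92 at 30 min, -1.64 and 0.75 at 60 min, and -1.39 and 1.00 at 300 min, Fisher's exact p for metabolic against signalling members was 0.000496 and 1 at 3 min, and 0.00422 and 1 at 30 min, the TCA cycle mean was -1.89 and 1.72 at 3 min, -2.16 and 1.45 at 30 min, and -2.05 and 1.56 at 300 min, the respiratory chain and ATP synthase mean was -1.63 and 3.15 at 3 min, -2.81 and 1.97 at 30 min, and -2.88 and 1.91 at 300 min, the glycogen metabolism mean was -1.07 and 1.60 at 3 min, -1.62 and 1.05 at 30 min, and -1.53 and 1.14 at 300 min, the general stress response mean was -1.29 and 2.96 at 3 min, -2.22 and 2.03 at 30 min, and -2.61 and 1.64 at 300 min, SDH1 was -3.32 and 4.70 at 3 min, -4.75 and 3.27 at 30 min, and -4.09 and 3.93 at 300 min, the trehalose metabolism mean was -1.65 and 0.42 at 30 min, and -1.33 and 0.75 at 300 min, ATH1 was -2.09 and 2.19 at 30 min, and NTH1 was -2.35 and 1.93 at 300 min.

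The values that moved under a further choice with the 0 min array of culture a turned follow. Under only the 2 time points compared in the model, genes changed numbered 810 at 3 min and signature-upregulated transcripts higher numbered 114 at 3 min. Under an adjusted p under 0.05 and no limit on the fold change, genes changed numbered 3262 at 3 min, 3390 at 7.5 min, 3453 at 15 min, 3727 at 30 min, 3828 at 60 min, 3883 at 110 min, 3878 at 150 min, 3837 at 300 min, and 2658 between 30 and 300 min, and signature-upregulated transcripts higher numbered 267 at 3 min and 233 at 300 min. Fisher's exact p for metabolic against signalling members was 0.0678 at 3 min, 0.389 at 30 min and 1 at 300 min. Under the ratios shifted to the external control spots, signature-upregulated transcripts higher numbered 260 at 300 min. The mean of the signature-upregulated transcripts was 1.13 at 3 min, 1.46 at 30 min, 1.54 at 60 min and 1.34 at 300 min, the mean of the signature-downregulated transcripts was -0.65 at 3 min, -0.99 at 30 min, -0.91 at 60 min and -0.70 at 300 min, and Fisher's exact p for metabolic against signalling members was 0.148 at 3 min and 0.0552 at 300 min. Under 1 loess curve per array, the mean of the signature-downregulated transcripts was -0.97 at 3 min and -1.64 at 60 min, and the correlation of the cultures across genes was 0.93 at 3 min, 0.95 at 30 min and 0.94 at 300 min. Under an estimated correlation in camera, gene lists called numbered 3 at 3 min, 2 at 30 min, 2 at 300 min, and 2 between 30 and 300 min. Under fry in place of camera, gene lists called numbered 20 between 30 and 300 min. Leaving out 1 array in turn then gave a mean of the signature-downregulated transcripts from -0.99 to -0.89 at 3 min, from -1.64 to -1.56 at 60 min and from -1.39 to -1.31 at 300 min, and Fisher's exact p at 300 min from 0.0300 without the 300 min array of culture b to 0.0547 without the 0 min array of culture b or the 300 min array of culture a, and without the 0 min array of culture a it was 0.0523.

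The shift to the external control spots moved the median of all genes, which lay near 0 otherwise. Against 0 min as labelled it rests on control medians of -0.73 in culture a and 0.86 in culture b, which nearly cancel. As labelled the shifted medians were -0.45 at 3 min, -0.38 at 7.5 min, -0.41 at 15 min, -0.32 at 30 min, -0.09 at 60 min, -0.20 at 110 min, -0.16 at 150 min, -0.11 at 300 min and 0.22 between 30 and 300 min. Those for the array turned were 0.28, 0.36, 0.35, 0.43, 0.68, 0.58, 0.63 and 0.68 against 0 min, in the same order. Counts as labelled then split into 36 higher and 32 lower at 3 min, 45 and 42 at 7.5 min, 28 and 31 at 15 min, 11 and 47 at 30 min, 5 and 26 at 60 min, 3 and 4 at 110 min, 3 and 13 at 150 min, 3 and 1 at 300 min, and 8 and 4 between 30 and 300 min. Those for the array turned split into 1172 higher and 418 lower at 3 min, 1411 and 470 at 7.5 min, 1410 and 496 at 15 min, 1727 and 624 at 30 min, 2338 and 554 at 60 min, 2132 and 589 at 110 min, 2261 and 579 at 150 min, 2365 and 521 at 300 min, and 772 and 198 between 30 and 300 min. Of the lists described, the mean of the RNA polymerases I and III at 3 min as labelled was -0.05 under this shift (adjusted p = 0.0964 from camera), that of the histones at 300 min as labelled -0.42 (adjusted p = 0.204) and that of the proteasome at 30 min with the array turned 0.0017 (adjusted p = 0.0761), so that these lost their calls. As labelled the shift brought the respiratory chain (0.32, adjusted p = 0.00067 from camera) and the general stress response (0.40, adjusted p = 0.0433) past the threshold at 3 min, and the TCA cycle (-0.32, adjusted p = 0.0143) and glycogen metabolism (-0.27, adjusted p = 0.00643) at 300 min.

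Over all 33 lists, 12 passed camera at 3 min as labelled, 15 at 30 min and 16 at 300 min, against 26, 27 and 26 with the array turned. Lists called both ways, and without the array, in the same direction numbered 5, 8 and 7 at these times. Of the lists called in either direction of the array, 15, 10 and 14 had opposite directions, and of those called in both, 3, 5 and 3. Of 297 genes named by the rule, 213 at 3 min, 245 at 30 min and 216 at 300 min were called in either, and 104, 98 and 93 of these had opposite signs. Between 30 and 300 min 10 lists were called as labelled, 12 with the array turned and 13 without it, and none of these lists or of the 131 genes called in either had opposite signs, since the fold changes between these times do not use the 0 min arrays.

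Of the 45 values of genes as labelled, these calls ended, with limma's adjusted p. The shift to the external controls ended 24, ADH6, COQ5, ETR1, HTA2, NOG1, RPO31, SSF1 and TPS1 at 3 min, COQ5, ERB1, FUR4, NOP2, RPO31, TPS1 and UGP1 at 30 min and AAH1, ERG9, FUR4, HHT2, HSP82, HTA1, HTB1, KAR2 and PHO84 between 30 and 300 min (adjusted p from 0.0112 to 0.511). Only the 2 time points compared ended 20, ADH6, ARN1, COQ5, ETR1, HTA2, IDH2, NOG1, OYE3, RPO31, SSF1 and TPS1 at 3 min and COQ5, ERB1, FUR4, HTA1, KAR2, NOP2, RPO31, TPS1 and UGP1 at 30 min (adjusted p from 0.906 to 1). 1 loess curve per array ended 10, HTA2, IDH2, NOG1 and TPS1 at 3 min, ERB1, NOP2 and TPS1 at 30 min and AAH1, HTB1 and KAR2 between 30 and 300 min (adjusted p from 0.0132 to 0.111). The spots of a probe kept apart ended 3, COQ5 and RPO31 at 3 min and RPO31 at 30 min (adjusted p from 0.0305 to 0.199). A dye term ended 2, ERB1 and NOP2 at 30 min (adjusted p from 0.01 to 0.013). The filter on dim probes ended 1, NOG1 at 3 min (adjusted p = 0.01). The culture as a block ended 1, NOG1 at 3 min (adjusted p = 0.0106). Leaving out the 3 min array of culture a ended 7, COQ5, HTA2, IDH2, NOG1, OYE3, RPO31 and TPS1 at 3 min (adjusted p from 0.0143 to 0.0558). Leaving out the 3 min array of culture b ended 6, COQ5, HTA2, IDH2, NOG1, OYE3 and RPO31 at 3 min (adjusted p from 0.0109 to 0.0746). Leaving out the 30 min array of culture a ended 4, ERB1, NOP2 and UGP1 at 30 min and HSP82 between 30 and 300 min (adjusted p from 0.0163 to 0.0836). Leaving out the 30 min array of culture b ended 5, ERB1 and NOP2 at 30 min and AAH1, HSP82 and PHO84 between 30 and 300 min (adjusted p from 0.0118 to 0.0514). Leaving out the 300 min array of culture a ended 2, HSP82 and PHO84 between 30 and 300 min (adjusted p from 0.0105 to 0.0119). Leaving out the 300 min array of culture b ended 2, AAH1 and HSP82 between 30 and 300 min (adjusted p from 0.0116 to 0.0149). Leaving out the 0 min array of culture b ended 2, COQ5 and NOG1 at 3 min (adjusted p from 5.44e-06 to 0.000398), through the limit on the fold change. Calls were added for TPS2 at 3 min and TPS2 at 30 min (adjusted p from 0.000491 to 0.000824) by the shift, for TPS2 at 30 min (adjusted p = 0.00266) by the spots kept apart, and for SDH1 at 3 min and ATH1 and HXT1 at 30 min (adjusted p from 3.78e-11 to 9.97e-07) without the 0 min array of culture b, and turning or leaving out that of culture a, or a block with a dye term, added 10 each. Of the 42 list means as labelled, fry ended 12, cytosolic ribosomal proteins and RNA polymerase I and III at 3 min, cytosolic ribosomal proteins at 30 min, cytosolic ribosomal proteins, general stress response, histones, respiratory chain and ATP synthase, ribosome biogenesis and trehalose metabolism at 300 min and ergosterol biosynthesis, G1/S cell cycle genes and G2/M and M/G1 cell cycle genes between 30 and 300 min (adjusted p from 0.102 to 0.932), 1 loess curve per array ended 2, trehalose metabolism at 30 min and respiratory chain and ATP synthase at 300 min (adjusted p from 0.105 to 0.141), leaving out the 0 min array of culture b ended 2, ribosome biogenesis at 3 min and RNA polymerase I and III at 30 min (adjusted p from 0.0526 to 0.586), leaving out the 300 min array of culture a ended 1, trehalose metabolism at 300 min (adjusted p = 0.173) and leaving out the 300 min array of culture b ended 3, general stress response, histones and respiratory chain and ATP synthase at 300 min (adjusted p from 0.0864 to 0.12). Those added were respiratory chain and ATP synthase at 3 min and proteasome at 300 min (adjusted p from 0.0255 to 0.0379) by 1 loess curve per array, respiratory chain and ATP synthase at 3 min (adjusted p = 0.0494) by only the 2 time points compared and general stress response, glycogen metabolism, respiratory chain and ATP synthase and tRNA synthetases at 3 min and proteasome and tRNA synthetases at 300 min (adjusted p from 4.12e-11 to 0.0076) by leaving out the 0 min array of culture b, and 10 each by turning or leaving out the 0 min array of culture a or by a block with a dye term. For the array turned, a call ended for HTA2 at 3 min (adjusted p = 0.019) by only the 2 time points compared, and calls were added for TPS1 and TPS3 at 300 min (adjusted p from 1.86e-05 to 0.000281) by 1 loess curve per array, TPS3 at 300 min (adjusted p = 1.21e-05) by the shift to the external controls, TPS3 at 300 min (adjusted p = 0.00416) by leaving out the 300 min array of culture a and TPS1 at 300 min (adjusted p = 0.000318) by leaving out the 300 min array of culture b, and for the histones at 300 min by fry, 1 loess curve per array, only the 2 time points compared, the unnamed probes kept in the test and leaving out the 0 min array of culture b (adjusted p = 5.85e-05, 0.0204, 0.0359, 0.0458 and 0.0371).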

Differences from the paper's values

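No test in this part was chosen after the values were seen, but the reading error of 0.1 for the paper's figure was. The paper's values were also read from the picture again after the own values were known, and the later readings are given. For the signature-upregulated transcripts the mean log2 fold change as labelled was 0.24 at 3 min, 0.41 at 30 min and 0.077 at 300 min, against the paper's about 0.8, about 1.0 and about 0.7 in Fig. 2B, read from the picture. For the signature-downregulated transcripts it was 0.21 at 3 min, -0.45 at 60 min and -0.19 at 300 min, against the paper's about -0.9, about -1.6 and about -1.3 in Fig. 2B. The SD between the cultures as labelled was 0.76, 0.77 and 0.74 for the first list and 1.62, 1.67 and 1.67 for the second, which is more than the gap to the paper's value in each case, so these values differ by their ratio or their sign. Each mean as labelled averages 2 opposite 0 min arrays, so these gaps cannot count against the paper's values. Of the alternatives set before the data were examined, turning the 0 min array of culture a (0.85, 1.02 and 0.69, and -0.94, -1.6 and -1.35) and leaving it out (0.77, 0.94 and 0.61, and -0.98, -1.64 and -1.39) gave values that did not differ for all 6. The culture as a block together with a dye term did so too, but is no separate case, since this array is the only one of culture a in Cy5 and the 2 terms take up its value, which leaves it out of the comparisons. Normexp, 1 loess curve per array, the shift to the external controls, the authors' deposited log2 ratios, a dye term alone, the culture as a block alone, the filter on dim probes, the spots kept apart, only the time points compared, and leaving out any other array did not reach the paper's values.

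The paper states that transcripts downregulated in the “low glucose” mutants fall when glucose is added. At 3 min as labelled 243 of 441 had a positive log2 fold change, while 32 passed as lower and 1 as higher, and with the array turned 254 were lower and 7 higher. The list's mean at 3 min as labelled averages 1.36 in culture a and -0.93 in culture b, whose 0 min ratios are opposite. Values as labelled therefore do not test the paper's statement. At 30 and 300 min as labelled, 154 and 107 of them had a positive log2 fold change, which is fewer than those with a negative one, and 30 and 0 passed as lower. Once the array was turned 42, 33 and 63 had a positive one at 3, 30 and 300 min, and 318 and 282 passed as lower at 30 and 300 min. At 300 min as labelled 0 of either list passed limma's thresholds, with 6 upregulated transcripts higher and 18 downregulated ones lower at an unadjusted p under 0.05.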

Other observations

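The tests on the 0 min arrays in this part were chosen after the result was seen, and the comparison of metabolic with signalling members was set before.

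FUR4 and AAH1, the uracil permease and the adenine deaminase, fell between 30 and 300 min by 1.83 and 1.84 on the log2 scale (adjusted p = 9e-05 and 0.000668 from limma as labelled), and MBF1, a transcriptional coactivator, rose by 1.74 (adjusted p = 0.000236), each in both cultures. Under the shift to the external controls FUR4 and AAH1 did not pass as labelled (adjusted p = 0.164 and 0.0153), nor AAH1 without the 30 min or the 300 min array of culture b (adjusted p = 0.0129 and 0.0116). HTA1, which encodes histone H2A, was lower at 30 min by a log2 fold change of -2.74 as labelled and -2.55 with the 0 min array of culture a turned, and HTA2 was lower at 3 min by -3.07 and -1.81. As labelled HTA2 did not pass under that shift (adjusted p = 0.0246 from limma) or without the 3 min array of culture a or b (adjusted p = 0.0217 and 0.0109), and with the array turned it had -1.06 under 1 loess curve per array. At 300 min against 0 min the histones had a mean of -0.35 as labelled, with 0 genes past limma's thresholds and 1 lower at an unadjusted p under 0.05 (adjusted p = 0.022 from camera, adjusted p = 0.734 with an estimated correlation), and 0.88 with the array turned (4 higher, 4 adjusted over the list alone, adjusted p = 0.0557 from camera), or 1.54 under the shift, and 2 were higher without the array. The proteasome genes had -0.08, with 0 lower at an unadjusted p under 0.05 as well, and 0.30 (4 higher, 4 adjusted over the list alone, adjusted p = 0.0233, adjusted p = 0.143 with an estimated correlation), or 0.95 under the shift.

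For its mutants the paper sets metabolic against signalling members of the glucose network, and the time-course was put to a related question. The paper compared the numbers of mutants in which each member changed, at a lower limit on the fold change, by a Wilcoxon rank-sum test. Here the members called at each time were counted. As labelled 1 of 23 metabolic and 2 of 78 signalling members changed at 3 min (Fisher's exact p = 0.543, two-sided), 2 and 1 at 30 min (Fisher's exact p = 0.129) and 0 and 0 at 300 min by limma, with 3 metabolic and 1 signalling members at an unadjusted p under 0.05. Still as labelled, the shift to the external controls and the spots of a probe kept apart each brought Fisher's exact p under 0.05 at 3 and 30 min. Turning the 0 min array of culture a gave 15 and 23 at 3 min (Fisher's exact p = 0.00298), 18 and 34 at 30 min (p = 0.00422) and 18 and 41 at 300 min (p = 0.0321), and leaving it out gave p = 0.000496, 0.00422 and 0.0523. For the array turned and no limit on the fold change the Fisher's exact p were 0.0678, 0.389 and 1, and under the shift to the external controls 0.148 at 3 min and 0.0552 at 300 min. With the array turned, 65.2, 78.3 and 78.3% of the metabolic members changed at 3, 30 and 300 min. For the signalling members these shares were 29.5, 43.6 and 52.6%, and for all genes tested 25.6, 37.0 and 38.6%. Members of 1 pathway are not independent of each other, and the 3 times share their 0 min arrays.

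The opposite log2 ratios of the 0 min arrays were weighed with the genes expressed in alpha cells, whose level the genotype fixes. A difference between the cultures at 0 min is argued against, since these genes would differ by 9.61 on the log2 scale between the 0 and 3 min arrays of culture a as labelled. A reversed label of the 0 min array of culture b is argued against too, since this array had -4.05, the sign of all 16 later arrays. A reversed dye label of the 0 min array of culture a may be the cause, as this array had 4.63 as labelled, of opposite sign to the other arrays and close to them in size, and the a-cell genes, LYS2 and MET17 were opposite on it too, with -2.30, -3.31 and 5.60. An exchange of the 2 RNAs before labelling would look the same and stays open, and under either cause the ratios as labelled run reference over sample on this array, so that the turned values have the direction of the other arrays.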
